# *De novo* transcriptome assembly analysis of weed *Apera spica-venti* from seven tissues and growth stages

**DOI:** 10.1186/s12864-017-3538-4

**Published:** 2017-02-06

**Authors:** Marielle Babineau, Khalid Mahmood, Solvejg K. Mathiassen, Per Kudsk, Michael Kristensen

**Keywords:** Cytochrome P450, Glutathione S-transferase, Herbicide resistance, Loose silky bentgrass, Weed transcriptomics

## Abstract

**Background:**

Loose silky bentgrass (*Apera spica-venti*) is an important weed in Europe with a recent increase in herbicide resistance cases. The lack of genetic information about this noxious weed limits its biological understanding such as growth, reproduction, genetic variation, molecular ecology and metabolic herbicide resistance. This study produced a reference transcriptome for *A. spica-venti* from different tissues (leaf, root, stem) and various growth stages (seed at phenological stages 05, 07, 08, 09). The *de novo* assembly was performed on individual and combined dataset followed by functional annotations. Individual transcripts and gene families involved in metabolic based herbicide resistance were identified.

**Results:**

Eight separate transcriptome assemblies were performed and compared. The combined transcriptome assembly consists of 83,349 contigs with an N50 and average contig length of 762 and 658 bp, respectively. This dataset contains 74,724 transcripts consisting of total 54,846,111 bp. Among them 94% had a homologue to UniProtKB, 73% retrieved a GO mapping, and 50% were functionally annotated. Compared with other grass species, *A. spica-venti* has 26% proteins in common to *Brachypodium distachyon*, and 41% to *Lolium spp*. Glycosyltransferases had the highest number of transcripts in each tissue followed by the cytochrome P450s. The GSTF1 and CYP89A2 transcripts were recovered from the majority of tissues and aligned at a maximum of 66 and 30% to proven herbicide resistant allele from *Alopecurus myosuroides* and *Lolium rigidum,* respectively.

**Conclusions:**

*De novo* transcriptome assembly enabled the generation of the first reference transcriptome of *A. spica-venti*. This can serve as stepping stone for understanding the metabolic herbicide resistance as well as the general biology of this problematic weed. Furthermore, this large-scale sequence data is a valuable scientific resource for comparative transcriptome analysis for *Poaceae* grasses.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-017-3538-4) contains supplementary material, which is available to authorized users.

## Background

Loose silky bentgrass *(Apera spica-venti* (L.) Beauv. *Poaceae: Pooidea*) occurs in Europe, Central Asia, North-West Africa, Caucasus, Turkey, and North-West Iran [1]. It is the most serious agricultural weed in Eastern and Central Europe, infesting many crops particularly winter wheat and winter barley [2–4]. It is an annual, dioecious, outcrossing species with bisexual flowers. Its life cycle consists of seed germination in autumn, then overwintering at the 2-3 leaf stage. It resumes growth in early spring becoming taller than most crop species. It flowers in mid-summer and finally sheds seeds around July [5]. One plant can produce up to 16,000 seeds which enables it to infest whole fields within a few generations [2]. At a density of 200 plants per m^2^, *A. spica-venti* decreases the yield of winter wheat up to 30% while another study [5] estimates the reduction in crop yield to be proportional to the quantity of the weed [2]. The European populations have shown a high degree of morphological and genetic variation [6] allowing it to adapt quickly to changing agricultural landscapes.

Control of *Apera spica-venti* has been, and still is, heavily relying upon herbicides, specifically acetolactate synthase (ALS) and acetyl-CoA (ACCase) inhibitors [7]. However, the continuous use of herbicides favored the evolution of resistance in *A. spica-venti* populations. Resistance to ALS herbicides was reported for the first time in Switzerland in 1994, and has since been found in 9 other European countries [7]. The study of resistance mechanisms is dependent on previous knowledge of genetic information such as gene identification, abundance, and nucleotide sequences. Information on other genes not related to herbicide resistance, as well as genetic information from susceptible genotypes, are, however, necessary for proper investigations [8].

Transcriptome data have been used in different weed species to study the origin of polyploidy events [9, 10], to understand genetics and biology of weeds [11–14], and to investigate herbicide resistance [15–22]. The majority of transcriptomic studies have focused on dictoyledonous weed species and only four grass weeds have been investigated at the transcriptomic level: *Lolium rigidum* [22, 23], *Eleusine indica* [24], *Poa annua* [15, 25], and *Echinocloa cruss-galli* [16]. The investigation into evolutionary and molecular processes in these weeds is therefore facilitated by the availability of molecular data. Publicly available genetic information on the diploid species *A. spica-venti* is very limited: only 12 nucleotide sequences from five genes (*ALS*, *ACCase*, *rbcL*, *trnL* and *matK*) are available in the NCBI database [26]. Eight of these come from phylogenetic studies while the four remaining sequences are from herbicide resistance studies [27–29].

The aim of this study was to establish a *de novo* assembled comprehensive reference transcriptome of *A. spica-venti* from different tissues (leaf, root, and stem) and early phenological growth stages BBCH05, 07, 08, and 09. We used multiple individuals from various herbicide susceptible populations in order to represent a precise and accurate reference transcriptome for this species which would contain the genetic variation within this outcrossing species. Each dataset, as well as the combined dataset, were *de novo* assembled and compared among themselves and to similar dataset from the grass weed *Lolium rigidum* and the model organism *Brachypodium distachyon*. Known herbicide resistance gene families, cytochrome P450 monooxygenase (P450), glutathione S-transferase (GST), ATP-binding cassette transporters (ABC), elongation initiation factor (EIF), transcription factor (TF) and glycosyltransferase (GT), were identified and transcript abundance was quantified in each tissue.

## Results

### Transcriptome assembly

A *de novo* assembly approach was used in order to obtain a comprehensive reference transcriptome of *A. spica-venti.* The Illumina sequencing resulted in eight libraries having between 54 to 80 × 10^6^ reads each with an average read length of 145 bp for a total dataset of 80,885 Mbp. 

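Germinating seeds at 4 stages and 3 organs of grown plants of Apera spica-venti were sequenced. On the BBCH scale of plant growth, the seeds stood at stage 5, when the young root leaves the seed, and at stages 7, 8 and 9, up to the shoot breaking the surface. Leaf, root and stem came from plants at stages 34 to 36, while the stem lengthens. Each library was made from pooled RNA of several individuals, from 0.7 g of seeds or 0.5 g of an organ. The tables analysed hold 1 assembly per condition, so no value has a replicate and no difference between them can be set against a spread between plants. The paper's methods also mention libraries for leaf and root besides the 7 of the conditions, and these were not analysed here as libraries of their own. The paper's Table 1 gives 33047108, 34553732, 35507768 and 34083440 surviving paired reads for the seed stages in that order, 27518992 for leaf, 47701648 for root and 28792480 for stem. The authors clipped the reads by quality, evened out their depth by k-mers and assembled each library with Trinity, and they assembled the merged reads of all 7 libraries as the combined assembly. They kept the longest isoform per gene, merged contigs of like sequence, translated the longest open reading frame and searched the peptides against the plant proteins of UniProtKB. The files analysed hold 1 line per translated transcript, with the length of its peptide, its best homologue, the e-value of that match as a score, the mean similarity as a percent, and the GO terms and enzyme codes set by Blast2GO. Best homologues with an e-value of at most 0.1 were kept here, the limit the paper gives, because the files hold matches up to an e-value of 10. Proteins were told apart by their UniProt accession and gene families by words in the homologue's description. Since depth had been evened out and like contigs merged, a number of transcripts of a family counts assembled sequences and is not a level of expression. Shares are given with 95% Wilson intervals, which cover counting error only.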

On average, >80% of the raw reads passed the quality control and normalization process with an average percentage of bases quality score >30 (%Q30) of 88%, an average phred score of 37 with mean base call accuracy of 99.99%. After trimming, quality control and normalization, 13 to 18 × 10^6^ high quality paired-end reads remained in the different libraries. These were assembled into contigs ranging from 32,001 to 83,349 (Table 1). 

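Leaf and stem gave the smallest sets of translated transcripts and root and the seed stages the largest. The leaf assembly held 32001 transcripts and the stem assembly 33244, while root held 46168. Among the seeds, stage BBCH 05 held 41963, BBCH 07 held 45511, BBCH 08 held 43324 and BBCH 09 held 47423, with a median of 44417.5. The combined assembly held 83349 transcripts, against 289634 over the 7 single assemblies. Each of these transcripts has a predicted peptide, and contigs without one were not analysed here.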

A *de novo* assembly using Trinity software resulted in a contig number between 117,629 and 319,916 (Table 1). These were passed to the redundancy reduction steps (longest isoform selection, 90% sequence similarity merging and translation into protein sequence using longest ORF: see Methods). The combined assembly show transcript lengths between 99 and 200 bp, while 657 transcripts are longer than 1,000 bp (Additional file 1). 

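Most of the predicted peptides in the combined assembly were short. Of its peptides, 55242 (66.3%) were 99 to 200 amino acids long, and the shortest peptide in every assembly had 99 amino acids. The longest had 4749. Stem stood at the other end, with 48.1% of its peptides in the short class and a median of 209 amino acids, against 152 in the combined assembly. The leaf and root assemblies had 56.1% of their peptides in this class, and the seed stages from 55.5% at BBCH 05 to 61.9% at BBCH 07. Lengths are in amino acids, since the files give the peptide and not the contig.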

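Several transcripts could come from the same Trinity gene, the unit under which Trinity groups isoforms. Leaf transcripts fell on 28246 Trinity genes and stem transcripts on 28513. Root transcripts fell on 38972. The seed stages lay between 38088 genes at BBCH 05 and 43316 at BBCH 09, with 42292 at BBCH 07 and 40042 at BBCH 08. In the combined assembly there were 74724 Trinity genes with a predicted peptide.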

Finally, between 28,000 and 43,000 unigenes were identified in the eight individual non-redundant assemblies. Of these, >95% were annotated to UniprotKB and to *Brachypodium distachyon* coding sequences (Table 1). 

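Nearly all transcripts had some match among the plant proteins, and fewer had one that met the limit on the e-value. With any e-value, 95.2% of root transcripts, the lowest share of the single assemblies, and 96.7% of those of seeds at BBCH 08, the highest, had a best homologue. In the combined assembly the share was 94.2%, and 4869 transcripts had no match. At an e-value of at most 0.1, the shares were 86.5%, 87.7%, 88.2% and 86.2% in seeds from BBCH 05 to BBCH 09, 88.8% in leaf, 84.1% in root, 87.9% in stem and 80.0% in the combined assembly. These stand for 36287, 39930, 38229 and 40902 transcripts in the seed stages, 28412 in leaf, 38809 in root, 29223 in stem and 66641 in the combined assembly. The weaker matches of the combined assembly differed from the rest in kind. Their peptides had a median of 118 amino acids and a median similarity of 49%, and 7.39% of them matched a protein of the wheat and barley group. Among matches at or under the limit the corresponding values were 169 amino acids, 83% and 52.7%. Matches to Brachypodium distachyon coding sequences alone were not analysed here.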

Some assembly statistics are lower for the combined assembly (N50, average contig lenght) compared to the individual assemblies, some statistics are higher or similar (GC%, protein coding transcripts, max contig lenght).

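Stem transcripts were the longest on average and those of the combined assembly the shortest. Taking 3 nucleotides per amino acid, the mean coding length was 874 nucleotides in stem, 783 in root and 763 in leaf. Seeds ranged from 694 nucleotides at BBCH 07 to 777 at BBCH 05, and the combined assembly stood at 658. The N50, the length at which the contigs of that length or longer hold as many bases as the shorter ones, was 762 nucleotides in the combined assembly. It was 1143 in stem, 1017 in root, 966 in leaf and 834 to 999 in the seed stages. The longest coding sequence had 14247 nucleotides in the combined assembly, 14148 in root and 9633 in seeds at BBCH 09. Transcripts with a coding length of at least 1 kb numbered 13019 in the combined assembly and 10922 in root. GC content was not analysed here.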

**Table 1:** Assembly and annotation statistics for the combined assembly containing all three tissues and four growth stages along with individual assemblies for the seven tissue/growth stages of *A. spica-venti*

	Seed 05	Seed 07	Seed 08	Seed 09	Leaf	Root	Stem	All tissues
Surviving Paired Reads	33,047,108	34,553,732	35,507,768	34,083,440	27,518,992	47,701,648	28,792,480	241,205,168
Transcript number before rr^a^	2,300,488	319,916	284,019	266,532	149,469	222,747	117,629	669,871
Transcripts number after rr^a^	41,963	45,511	43,324	47,423	32,001	46,168	33,244	83,349
Genes	38,088	42,292	40,042	43,316	28,246	38,972	28,513	74,724
Total bases	33,259,794	31,598,526	31,320,780	34,985,208	24,432,147	36,146,334	29,060,739	54,846,111
GC %	53	53	53	53	52	53	53	53
Number of protein coding transcripts								
> = 1 kbp	9,887	8,024	8,628	9,873	7,207	10,922	9,803	13,019
Max contig lenght	11,865	10,923	11,733	9,633	11,736	14,148	12,282	14,247
average contig lenght	776	694	722	737	763	782	874	658
N50	999	834	900	927	966	1,017	1143	762
N50 longest isoform	1,038	849	915	951	1,014	1,098	1,218	783
BLASTp:								
hit % *B. distachyon*	97	98	98	97	98	97	98	97
hit % Uniprot	96	96	97	96	96	95	96	94
% GO mapped	72	73	74	74	75	74	73	73
% functionally annotated	56	58	58	56	62	55	58	50

^a^rr; redundancy reduction steps (after the Trinity de novo assembly). Surviving paired reads represents paired reads remaining after the quality control and normalization steps

Similar to the individual assemblies, the combined dataset has 10,163 sequences that have an enzyme code representing 12% of the total transcript number. 

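Leaf had the largest share of transcripts with an enzyme code and root the smallest. In leaf 4187 transcripts (13.1%, 95% Wilson interval 12.7 to 13.5%) carried a code and in root 5144 (11.1%, 10.9 to 11.4%), and the interval of leaf lies above those of the other assemblies. In the combined assembly 9880 transcripts (11.9%) carried one. Seeds at BBCH 09 had the largest number of the single assemblies, with 5545 transcripts, and stem the smallest, with 3935.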

The e-values distribution of the combined assembly shows the 78% of transcripts with an e-value of <1e^−10^ (Additional file 2) indicating high confidence in the annotation performed

### Transcriptome assembly quality

The eight assemblies show a high percentage of completeness (Table 2), both when comparing them to all plants using Benchmarking Universal Single-Copy Orthologs (BUSCO) and Reads Mapped Back to the Transcriptome (RMBT) where paired-end reads are aligned to their respective transcriptome assembly. For example, the combined assembly is 83% complete and 90% of its reads mapped back to its own transcripts. This indicates that these assemblies are properly assembled and are of good quality. The percentage of reads from each library that are properly paired when mapped to the combined assembly (RMBT to Full in Table 2) is greater than the percentage properly paired when mapped to the assembly from that library (RMBT to themselves in Table 2) indicating that our combined assembly represent well the individual assemblies. Intermediate levels of duplication within assemblies (18-24%) were found in the BUSCO analysis (Table 2).

**Table 2:** Quality assessment of the assemblies using Benchmarking Universal Single-Copy Orthologs (BUSCO) and Reads Mapped Back to the Transcriptome (RMBT) of themselves and the combined assembly

	Seed 05	Seed 07	Seed 08	Seed 09	Leaf	Root	Stem	All tissues
BUSCO (%):								
Completeness	86	76	79	83	74	84	84	83
Duplicated	18	18	19	20	18	18	17	24
Fragmented	5	16	13	9	13	7	8	10
Missing	7	7	7	7	11	7	7	5
RMBT to themselves:								
% mapped	86.1	96.3	87.6	86.6	88.8	85.6	86.2	90.9
% properly paired	75.9	87.5	76.6	75.9	81.0	76.8	77.9	80.1
% singletons	3.8	1.3	3.4	3.7	3.4	3.9	3.6	3.2
Total bp	16,523,554	17,276,866	17,753,884	17,041,720	13,759,496	23,850,824	14,396,240	120,602,584
RMBT to Full:								
% mapped	95.5	96.3	96.0	95.4	97.2	94.5	97.4	95.9
% properly paired	86.2	87.5	87.4	86.3	89.9	86.2	89.0	87.3
% singletons	1.4	1.3	1.3	1.5	1.0	1.4	1.0	1.3
Total bp	16,523,554	17,276,866	17,753,884	17,041,720	13,759,496	23,850,824	14,396,240	120,602,584

This observed level of redundancy led us to create a zero-redundancy protein ID list for each assembly in order to compare the similarity between the different assemblies without the redundancy. We wanted to ensure that the level of sequence duplication was not introducing a bias in the comparative analysis of the assemblies. The comparison of zero-redundant protein IDs with their respective original assemblies reveals a 24, 27, 25, 25, 22, 23 and 18% of redundancy in seed BBCH05, 07, 08, 09, leaves, root and stem, respectively. These are similar levels of redundancy as was observed with BUSCO. 

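In every single assembly, several transcripts shared their best homologue with another transcript. Seeds at BBCH 07 had the most such repetition and stem the least. The 28369 proteins matched at BBCH 07 were 29.0% fewer than the matching transcripts (95% Wilson interval 28.5 to 29.4%), while the 23704 proteins in stem were 18.9% fewer (18.4 to 19.3%). These intervals do not overlap, but they hold counting error only. Seeds at BBCH 05 matched 26991 proteins with a redundancy of 25.6%. Both later stages, BBCH 08 and 09, came to 27.3%, with 27792 and 29748 proteins. Leaf matched 21719 proteins with a redundancy of 23.6%, and root matched 29047 with 25.2%. A single protein was the best homologue of at most 15 to 31 transcripts, depending on the assembly.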

The zero-redundant protein lists were further used to compare the number of shared proteins between tissues and growth stages (Fig. 1). The four germinated seed stages share 25% of proteins, while the three tissues share 27% of proteins (Fig. 1). 

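A core of plant proteins was matched by every seed stage, and another by every organ. Of the 47512 proteins matched by at least 1 seed stage, 14575 (30.7%) were matched by all of them. Leaf, root and stem together matched 39554 proteins and had 12502 (31.6%) in common. Over all 7 single assemblies, 9028 of 57115 proteins (15.8%) were matched by each.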

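Germinating seeds had small sets of proteins that exactly 3 of the stages matched. The set of BBCH 05, 07 and 08 without 09 was the smallest, with 1376 proteins (2.90% of all proteins of the seeds). The set of BBCH 07, 08 and 09 without 05 was the largest, with 1817 (3.82%). Between them lay the set without BBCH 08, with 1710, and the set without BBCH 07, with 1752. Proteins matched by a single stage made up larger sets. Seeds at BBCH 05 had 3738 proteins that no other stage matched (13.8% of their own), those at BBCH 07 had 4652 (16.4%), those at BBCH 08 had 4072 (14.7%) and those at BBCH 09 had 5467 (18.4%).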

The percentage of shared proteins between the 3 seed stages are lower (3%) indicating that each growth stage is genetically distinct. 

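The organs differed in how many best homologues they had in common. Root and stem shared 17923 proteins, which is 51.5% of the proteins matched by either (the Jaccard index). Leaf and stem shared 14466 (46.7%) and leaf and root 15029 (42.1%). Pairs of seed stages came to between 50.9% and 52.6%. A larger assembly can match more proteins, so each assembly was also thinned at random to 28412 annotated transcripts, the number in leaf, and the index averaged over 100 draws. Leaf and stem then came to 46.0%, root and stem to 43.3%, leaf and root to 36.7% and the pairs of seed stages to between 36.9% and 40.6%, with a standard deviation between draws of at most 0.197 over all pairs. Thinning leaves the leaf assembly whole and takes most from root and the seeds, which by itself lowers the index of their pairs, so no order of pairs is read from the thinned values.

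**Figure D1:**
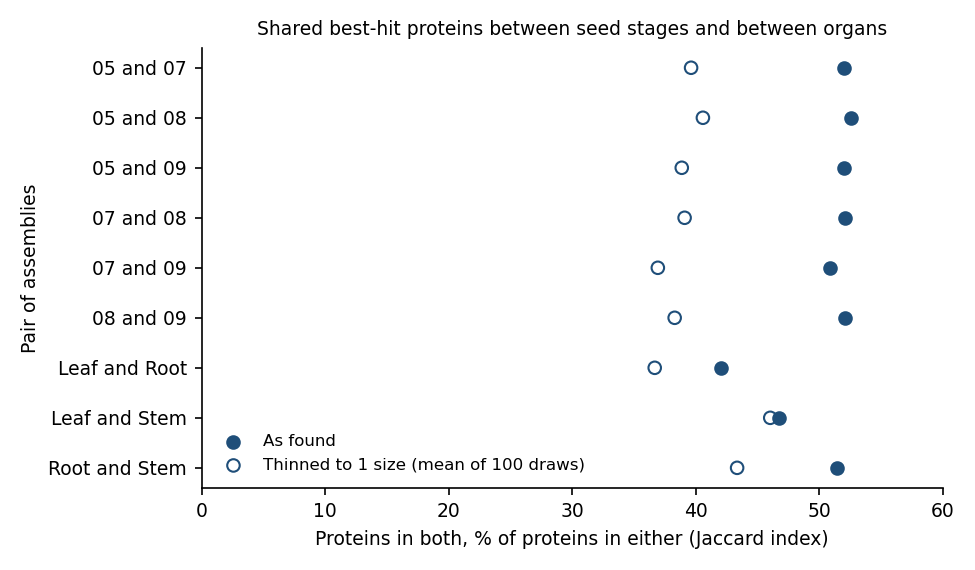
Proteins matched by both assemblies of a pair as a percent of those matched by either (x axis), for the 6 pairs of seed stages and the 3 pairs of organs (y axis). Filled circles are the assemblies as found and open circles the mean of 100 random draws with every assembly thinned to 28412 annotated transcripts, which lowers the pairs of the larger assemblies most.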

The assemblies for roots and stems are more similar than to the leaves assembly. Each tissue/stage has a large number of unique proteins. Root assembly has the highest proportion of unique proteins with 12,171 sequences representing 36% of all its non-redundant expressed proteins recovered.

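Among the organs, root had the largest set of proteins of its own. It matched 8597 proteins that neither leaf nor stem matched, 29.6% of its proteins. Leaf had 4726 (21.8%) and stem 3817 (16.1%). Across all 7 single assemblies root also led, with 3885 proteins (13.4%) matched nowhere else, and stem was lowest with 1638 (6.91%). Seeds at BBCH 09 followed root, with 3652 proteins. Among cytochrome P450s, root was the only organ with CYP710A1, known as a sterol desaturase, CYP88A1, known from gibberellin synthesis, and CYP99A1. Each of these rested on 1 transcript. With all organs thinned to the number of annotated transcripts in leaf, root alone matched 6612 proteins, leaf alone 5417 and stem alone 4905.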

**Fig. 1:**
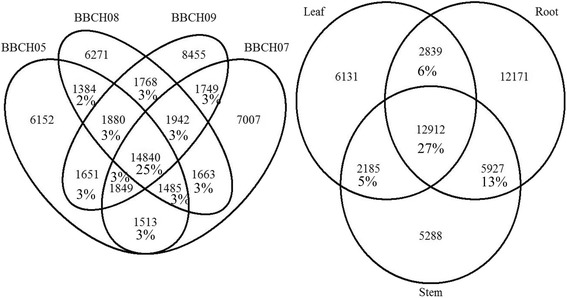
Venn diagram of non-redundant proteins. Left, between the four seed growth stages BBCH05, 07, 08, and 09. Right, between the three tissues leaves, roots, and stems

### Functional annotation

The lack of functional molecular data regarding *A. spica-venti* prompted us to perform a functional annotation on all eight assemblies. Similar to the individual assemblies, the combined dataset has 10,163 sequences that have an enzyme code representing 12% of the total transcript number. The e-values distribution of the combined assembly shows that 78% of the transcripts were annotated with an e-value of <1e^−10^ (Additional file 2) indicating high confidence in the annotation performed. 

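Most matches of the combined assembly were strong, and a smaller group was very weak. Of its 78480 matches, 77.9% (77.6 to 78.2%) had an e-value under 1e-10. The e-value is the number of equally good matches that chance would give in the same search. It was listed as exactly 0 for 9935 matches (12.7%). At the other end, 5848 matches (7.45%) had an e-value of 0.1 to 1 and 5991 (7.63%) one of 1 to 10. Leaf had the largest share under 1e-10, 88.0%, and root the smallest of the single assemblies, 82.9%. Seeds ranged from 84.4% at BBCH 09 to 86.8% at BBCH 08, and stem came to 87.1%.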

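GO terms describe a gene product by the process it serves, what it does and where in the cell it is found. In the combined assembly 57112 transcripts carried at least 1 term, without regard to the e-value of the match. This is 68.5% of all its 83349 transcripts, of which 78480 had a match. Of these, 42418 had a term of biological process, 47361 of molecular function and 32758 of cellular component. Counting each term of each transcript, there were 97643 assignments of processes, 88123 of functions and 47513 of components, 233279 in all.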

The combined assembly has 56,716 sequences belonging to the gene ontology (GO) category of biological process, 63,685 to metabolic function, and 30,063 to cellular component for a total of 150,464 GO annotations (Additional file 3). The “organic substance metabolic process” was the most represented within the category Biological Process (BP) with 15,792 transcripts, then “ion binding” for the Metabolic Function (MF) category with 18,318, and “intracellular function” for the cellular component (CC) with 9,168 transcripts. 

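Among the terms as set on the transcripts of the combined assembly, membrane proteins were the most frequent component, calcium binding the most frequent function and terms of mineral deposition the most frequent processes. Integral component of membrane was carried by 12685 transcripts, extracellular region by 9096 and membrane by 5386. Calcium ion binding was carried by 9319, ATP binding by 7789 and metal ion binding by 7095. For the processes, regulation of bone mineralization and biomineral tissue development, terms made for animals, were each on 8716 transcripts, and metabolic process on 5475. Terms of mineral deposition, calcium binding and the extracellular region fell largely on the same transcripts, since 8679 of the 8716 carried biomineral tissue development, calcium ion binding and extracellular region together with regulation of bone mineralization. This last term was on 57.1% of the transcripts with terms whose homologue was in the goat grass Aegilops tauschii, on 24.5% of those with one in Triticum urartu and on 0.327% of those with one in bread wheat. The same terms led in the same order in each of the 7 single assemblies, where calcium ion binding ranged from 3740 transcripts in stem to 5479 in seeds at BBCH 09. Counts are of the terms as listed, with no transcript counted under the parent of its term.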

The comparison of functional annotations between individual assemblies shows that these are rather similar in their GO annotations (Fig. 2). There does not appear to be any disproportionally represented GO categories (BP, MF, CC) between the different tissues and seed growth stages (Fig. 2).

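Leaf stood slightly apart from the other tissues in how its GO terms were spread, with the most terms of processes and the fewest of functions. Processes made up 43.3% of the terms in leaf and 41.0% in root, the lowest share, with the seed stages and stem between. Functions made up 35.8% in leaf and 38.0% in both root and seeds at BBCH 09. Components varied least, from 20.2% in seeds at BBCH 08 to 21.0% in root and leaf. In the combined assembly the shares were 41.9%, 37.8% and 20.4%. The number of terms behind these shares ran from 92044 in stem to 132228 in seeds at BBCH 09. No test is given for the shares, since the terms of a transcript depend on each other.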

**Fig. 2:**
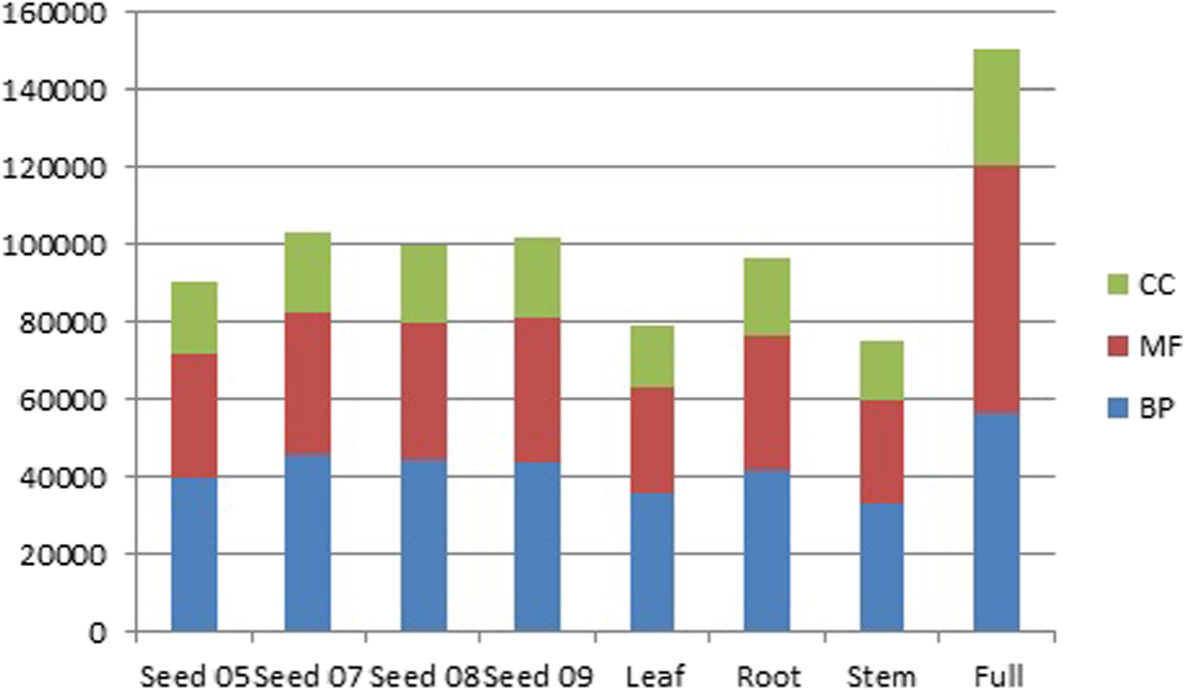
Comparison of Gene Ontology terms found in the seven individual and combined assemblies. BP; biological processes, MF; metabolic function, CC; cellular component

Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis can be used to identify potential pathways most represented in each tissue/growth stages of *A. spica-venti*. The top ten KEGG pathways, based on sequences number, were compared between each assembly. Purine metabolism was the pathway with the most sequences in each individual assembly with 1,206, 1,400, 1,348, 1,324, 1,061, 1,309, 1,031 and 1,932 sequences in seeds BBCH05, 07, 08, 09, leaves, stem, root and combined assembly, respectively. Carbon fixation in photosynthetic organisms was also observed in the top ten for seeds at BBCH07, 08, 09, and in leaves with 116, 136, 118, and 108 sequences, respectively. All assemblies have similar pathways in their top ten such as important metabolisms pathways (pyruvate, pyrimidine, methane) and sugar pathways (starch and sucrose biosynthesis, amino and nucleotide sugar biosynthesis, and glycolysis and gluconeogenesis). These most represented pathways are important basic pathways necessary for cell life and therefore found in high amounts in all plants. In the top ten KEGG pathways, biosynthesis of antibiotics was recovered in all assemblies while the plant secondary metabolite pathway was not recovered in any assembly. 

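Green algae made up a small part of the best homologues, and this part differed between libraries. At an e-value of at most 1e-10, 207 transcripts of seeds at BBCH 09 (0.538%, 95% Wilson interval 0.469 to 0.616%) and 164 of root (0.450%, 0.387 to 0.524%) had their best homologue in a green alga. Leaf had 2 and stem 0, which in stem allows a share of up to 0.0138%. Seeds at BBCH 05 had 37, at BBCH 07 15 and at BBCH 08 39, and the combined assembly had 503 (0.823%). The intervals of BBCH 09 and root lie wholly above those of every other single assembly. Ribosomal proteins, which build the machinery of translation, were frequent among them. In root, 44 of 271 transcripts of ribosomal proteins (16.2%, 12.3 to 21.1%) had a green-algal homologue, in seeds at BBCH 09 32 of 208 (15.4%), in leaf 0 of 127 and in stem 0 of 88. Profilin, a protein that binds actin and is named here after its values were seen, had green-algal homologues in 5 transcripts of root, 3 of BBCH 09 and 1 of BBCH 08. Matches to fungi or bacteria were not part of the search, which covered plant proteins.

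**Figure D2:**
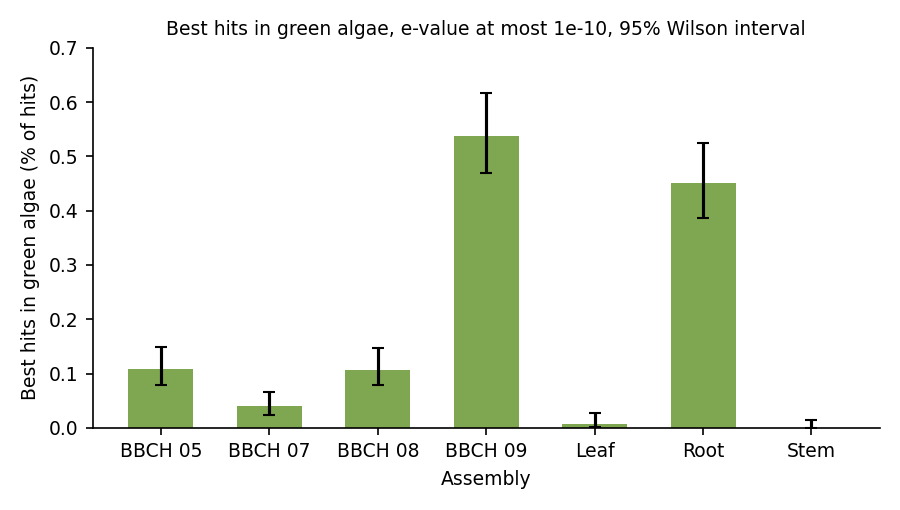
Best homologues in green algae as a percent of best homologues with an e-value of at most 1e-10 (y axis) in the 7 single assemblies (x axis). Bars start at 0 and error bars are 95% Wilson intervals of counting error, and the bars of BBCH 09 and root stand above those of the other assemblies.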

In order to assess for fungal or bacterial contamination in our assemblies, every homologue species recovered from the annotation was verified and confirmed as either algae or green plant organisms. Secondly, the annotation of twenty random sequences that were categorized as part of the biosynthesis of antibiotics was verified. The twenty sequences were all annotated to grass plants with a similarity percentage greater than 70%. We believe that many plant secondary metabolites were most likely defined as antibiotics (such as phytoalexins) in the KEGG database. Our results indicate that plant antibiotics are produced to a large extent in all tissues of *A. spica-venti*.

The GO enrichment analysis revealed no significantly enriched GO category between individual assemblies and the combined assembly. This result is consistent with Figs. 1 and 2, indicating that the individual assemblies are well represented within the combined and that the individual assemblies are similar to each other.

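In every single assembly, translational initiation was more frequent among the GO terms than in the combined assembly, and serine family amino acid metabolic process was less frequent. Translational initiation was on 65 transcripts of leaf and on 31 of the combined assembly, a ratio of shares of 4.77 (Fisher's exact test, adjusted p = 6.8e-12). At BBCH 07 it was on 81 transcripts, a ratio of 4.34 (Fisher's exact test, adjusted p = 5.5e-12). By description, initiation factors had 121 transcripts in the combined assembly, 49 in leaf and 75 at BBCH 07. These words also take initiation factors of transcription, such as IIB with 6 transcripts in the combined assembly and IIE subunit beta with 4. The descriptions are thus a wider measure than the term, and they were not fewer in the combined assembly. Serine family amino acid metabolic process was on 1791 transcripts of the combined assembly (3.62%) and on 4 to 12 of each single assembly. Of the 933 proteins that carry it in the combined assembly, 619 were also matched in root, where 2 of them carried it, and 515 at BBCH 05, where 2 did. Chloroplast was higher in 6 of the 7 single assemblies, by a ratio of 1.71 in leaf (Fisher's exact test, adjusted p = 2.0e-13) and by ratios of 1.25 to 1.40 in stem and the seed stages (Fisher's exact test, adjusted p of 4.1e-05 to 0.012). In root it was on 1.25% of the transcripts, against 1.04% in the combined assembly (Fisher's exact test, adjusted p = 0.10). At an adjusted p under 0.05, 152, 204, 184 and 139 terms differed in the seed stages from BBCH 05 to BBCH 09, 263 in leaf, 129 in root and 165 in stem, out of 1867 to 1979 tested. Of these, 25, 64, 52 and 16 were higher in the seed stages, 130 in leaf, 13 in root and 38 in stem, and the others were lower. Terms on at least 10 transcripts were tested, two-sided, with Benjamini-Hochberg adjustment. The terms are those listed in the tables, which more transcripts carry than the paper's Table 1 gives as functionally annotated, and the annotation filter of the paper's methods was not applied here. The tests compare the lists of transcripts of single libraries and not the conditions, since there are no replicates. They also take transcripts that match the same protein as independent, so their p-values cannot be taken at face value. Tested on random parts of the combined assembly of the size of the leaf set, the procedure called 0 terms in each of 5 draws and recovered 20 of 20 terms whose numbers had been made 3 times as large. Such parts carry the terms of the combined assembly itself. They therefore cannot show how many calls a different assignment of terms between assemblies would give. Of the proteins matched by a single and the combined assembly, 79.9 to 81.9% carried identical terms in both, against 92.1 to 94.2% between 2 single assemblies. For proteins with terms in a single assembly, 1 list of terms per protein was also set, a choice made after the data had been seen. The differing terms then numbered 15, 33, 24 and 6 in the seed stages, 95 in leaf, 3 in root and 35 in stem, against 142, 178, 163 and 133, 243, 117 and 157 on the same transcripts with the terms as deposited.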

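Each single assembly was also set against the other 6 pooled, a comparison chosen after the data had been seen. The leaf and root assemblies then differed in the most GO terms. These tests compare lists of transcripts from 1 library each and not tissues. Transcripts that match the same protein recur within and between assemblies, and Fisher's test takes them as independent. Its p-values therefore cannot be taken at face value. In leaf, terms of the light reactions were higher. Protein-chromophore linkage was on 71 leaf transcripts (0.326%) and on 0.157% of the others, a ratio of 2.08 (Fisher's exact test, adjusted p = 0.00022). Chlorophyll binding and photosystem II were higher in leaf by ratios of 2.06 and 1.95 (Fisher's exact test, adjusted p = 0.00059 and 0.0022). Heme binding, a term of heme enzymes such as peroxidases and cytochrome P450s, was lower in leaf by a ratio of 0.739 (Fisher's exact test, adjusted p = 5.9e-05). Monooxygenase activity and peroxidase activity were lower there by ratios of 0.727 and 0.678 (Fisher's exact test, adjusted p = 0.0052 and 0.020). In root, structural constituent of ribosome was on 531 transcripts (1.83%, against 1.22% of the others; Fisher's exact test, adjusted p = 7.4e-12). Of the 252 root homologues in green algae at an e-value of at most 0.1, 45 (17.9%) were ribosomal proteins. ADP binding, a term that many disease resistance proteins carry, was higher in root by a ratio of 1.17 (Fisher's exact test, adjusted p = 0.0030). In seeds at BBCH 09, heme binding was higher by a ratio of 1.22 (Fisher's exact test, adjusted p = 0.0082). Of 3050 terms tested, 34 differed in leaf, 11 in root, 4 in stem, 3 each at BBCH 07 and BBCH 09 and 0 at BBCH 05 and BBCH 08, where 24 and 27 had an unadjusted p under 0.05. As for the content of the combined assembly, 35102 of its 40921 proteins (85.8%) were matched by at least 1 single assembly. In the other direction, the combined assembly held 74.7% of the proteins matched at BBCH 07, the lowest share, and 81.4% of those of root, the highest. From the absence of enriched categories, together with Figs. 1 and 2, the paper reasons that the combined assembly represents the single assemblies well and that these are alike. For the first point it also draws on read mapping. It reports a larger share of properly paired reads on the combined assembly than on each library's own. Read mapping was not analysed here.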

### Comparison to other grass species

Comparative approaches are effective for finding differences and analogies between molecular dataset. Sequence conservation of the *A. spica-venti* assembly to phylogenetically related grasses and weeds was thus performed. Following annotation to UniprotKB, the highest numbers of homologues for the combined assembly were found in *Aegilops tauschii* with 10,266 transcripts representing 12% of the species distribution, followed by *Triticum aestivum* with 8,990 transcripts for 11% of transcripts (Additional file 4). 

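The closest homologues of the combined assembly came from wheat relatives and barley. Aegilops tauschii, the goat grass that gave bread wheat its D genome, held 9968 of the best homologues (15.0%, 95% Wilson interval 14.7 to 15.2%). Bread wheat, Triticum aestivum, followed with 8820 (13.2%, 13.0 to 13.5%), then barley, Hordeum vulgare var. distichum, with 8374 (12.6%), and Triticum urartu, the donor of the A genome of wheat, with 7950 (11.9%). The interval of A. tauschii lies wholly above that of T. aestivum. The percentages are of the transcripts with a best homologue at an e-value of at most 0.1.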

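Best homologues of the combined assembly came from 210 species codes. The 20 codes with the most homologues held 61867 transcripts (92.8% of the transcripts with a best homologue, 95% Wilson interval 92.6 to 93.0%). Green algae without a code of their own ranked 17 in this list, with 553 transcripts.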

Overall, the top twenty species account for 77% of homologues in the combined assembly. The individual assemblies showed a similar species distribution (data not shown). 

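The wheat and barley group, taken as A. tauschii, T. aestivum, T. urartu and barley, led in every tissue. Its share of the best homologues ran from 52.1% in leaf to 54.4% in seeds at BBCH 07. Root stood at 52.2% and stem at the same share as the combined assembly. The 20 most frequent species codes of an assembly covered 94.6% of the homologues in root and 97.3% in stem, the lowest and the highest share. Stem matched 128 codes and seeds at BBCH 09 167.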

A comparison of non-redundant protein ID was used (similar to above) between *A. spica-venti*, *Lolium spp.* and *B. distachyon*. The *Lolium spp.* sequences used come from Schliesky et al. 2012 [30] and originate from a concatenation of three species (*L. perenne, L. multiflorum*, and *L. rigidum*). The annotation of the *Lolium spp.* transcriptome yielded 86,417 annotated protein sequences of which 48,251 (56%) were non-redundant. *Brachypodium distachyon* yielded 32,086 protein transcripts of which 25,048 (78%) were non-redundant. *Apera spica-venti* had 53,005 (58%) non-redundant protein annotations. These three species share 21% proteins (Fig. 3). 

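Taken over the matches within the limit, the transcripts of the combined assembly fell on 40921 different proteins. The protein matched most often was the best homologue of 35 transcripts. Many proteins had no informative name, which held for 72.1% of the annotated transcripts of the combined assembly. Lolium and Brachypodium sequences were not analysed here.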

*Apera* has a higher percentage of protein similarity to *Lolium* (41%) than to *B. distachyon* (26%). *Apera* also has a similar annotation redundancy percentage to *Lolium spp* with 42% and 44%, respectively. 

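Redundancy was higher in the combined assembly of A. spica-venti than in any of its single assemblies, the next being seeds at BBCH 07. It came to 38.6% (95% Wilson interval 38.2 to 39.0%) with proteins told apart by accession. When proteins were told apart by their description alone it came to 90.9%, and 72.1% of the annotated transcripts had a description with no informative name.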

Twentytwo percentage of annotations in *B. distachyon* was redundant. This lower number is expected considering that this species is a model organism with better annotated data and also because the sequences used here are *ab initio* predicted from cDNA extracted from genomic studies.

**Fig. 3:**
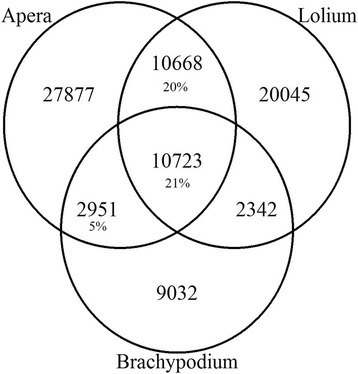
Venn diagram of non redundant proteins between *A. spica-venti, Lolium*, and *B. distachyon*

### Herbicide resistance gene family

Genes involved in herbicide resistance mechanisms were identified in varying number in the different tissues of *A. spica venti.* Glycosyltransferase is the most abundant (Fig. 4) in each tissue and growth stage. 

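Glycosyltransferases attach sugars to other molecules, and some of them help to detoxify small molecules in this way. They were the largest of the 6 families in the seed stages, root and stem. The family was taken by name, whatever the molecule that receives the sugar. In the combined assembly it includes glycosyltransferase AGO61 with 18 transcripts and subunit 1 of dolichyl-diphosphooligosaccharide glycosyltransferase with 5. Seeds had 226, 236, 238 and 262 GT transcripts from BBCH 05 to BBCH 09, root 218 and stem 139. In leaf there were 134 transcripts of transcription factors and 132 of GT, an order that turned at an e-value of at most 1e-10 (127 and 130) and with 1 transcript per Trinity gene (125 and 128). Counted as distinct proteins, GT came first only at BBCH 05 and BBCH 09 (138 and 144, against 131 and 141 transcription factors), and transcription factors did in the other single assemblies, as in root with 152 against 133. The combined assembly had 428 GT transcripts, 315 of transcription factors, 158 of ABC transporters, which pump compounds across membranes, and 121 of initiation factors. Among single assemblies, ABC transporters ran from 57 in leaf to 103 in seeds at BBCH 09. ABC transporter C family member 10 was the most frequent of them at BBCH 09, with 28 transcripts, against 5 in leaf. Initiation factors ran from 42 in stem to 77 in seeds at BBCH 08, and transcription factors from 131 in stem to 187 in root. Assembly size moved with the families. Over the 7 single assemblies, GT transcripts followed the number of annotated transcripts with a Pearson's r of 0.975 (exact permutation p = 0.0087, two-sided) and a Spearman's rho of 0.821 (exact permutation p = 0.034). Without leaf and stem, the assemblies farthest from the median, r was 0.673. For GST, initiation factors and transcription factors r fell to 0.129, 0.512 and 0.447 without leaf and stem, so their relation rests on these assemblies. Over the 6 relations computed, the Benjamini-Hochberg adjusted values for GT were 0.017 for r and 0.068 for rho.

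**Figure D3:**
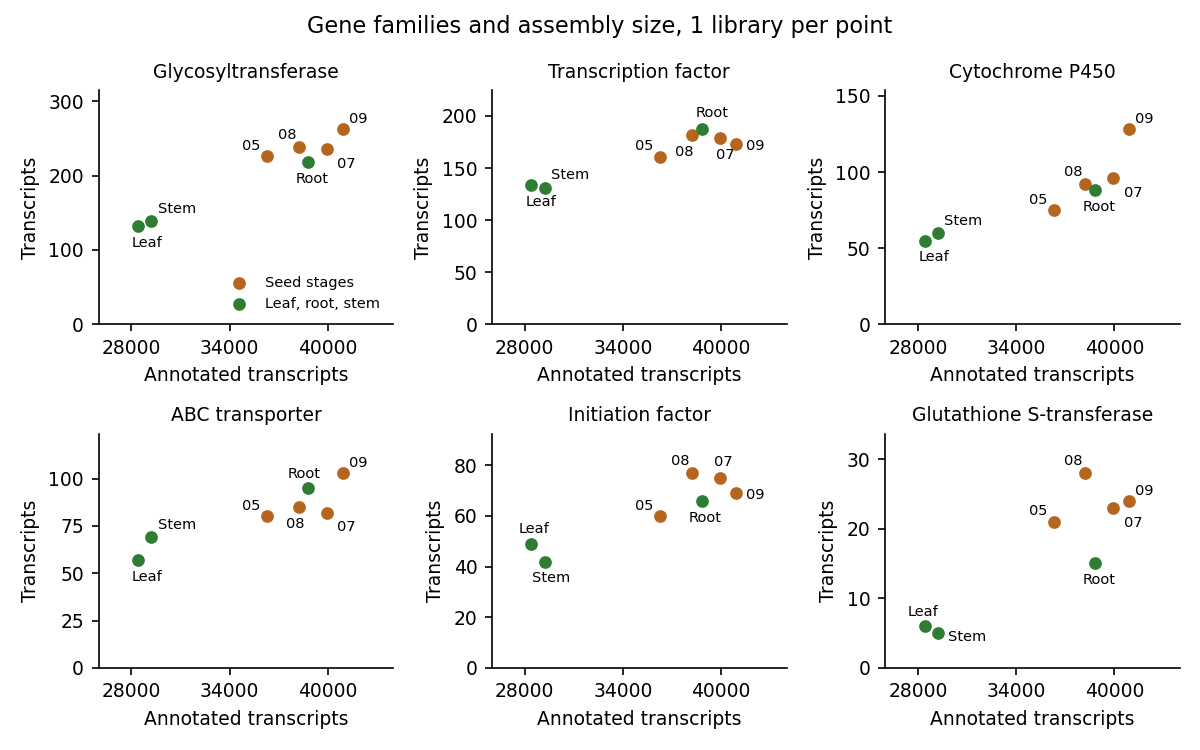
Transcripts of each family (y axis) against annotated transcripts (x axis), 1 point per single assembly, with seed stages 05 to 09 in brown and leaf, root and stem in green. Leaf and stem lie at the lower left in every panel.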

Seed growth stages had the highest number of GT (excluding the combined assembly) with an average of 250 sequences versus 170 sequences for the three tissues (Fig. 4). 

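Seeds held more GT transcripts than leaf and stem, and root lay just under the seeds. The 4 seed stages had 240.5 ± 15.3 GT transcripts (SD over stages), and leaf, root and stem had 163 ± 47.8 (SD over organs). Each of the 4 stages was above each of the 3 organs, a difference of means of 77.5 (exact permutation test, two-sided p = 0.057). This is the smallest p that 35 splits allow, so the design cannot reach 0.05, and stages and organs are not replicates. As a share of the annotated transcripts, GT made up 0.619% in the seeds and 0.501% in the organs. Counted as distinct proteins, the difference of means was 30.9 (exact permutation test, two-sided p = 0.057). Most GT homologues bore the plain name glycosyltransferase, as 353 of those in the combined assembly did.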

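Homologues of GT were divided over several grasses. Barley held 45 GT transcripts at BBCH 05 (19.9%), 59 at BBCH 07 (25.0%), 63 at BBCH 08 (26.5%) and 69 at BBCH 09 (26.3%), and it ranked first in each seed stage. It also ranked first in root, with 49 (22.5%), and in stem, with 32 (23.0%). In leaf, A. tauschii ranked first with 27 (20.5%), ahead of T. urartu with 26 and barley with 22. In the combined assembly barley held 86 GT transcripts (20.1%).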

The majority of GT sequences found were homologues of barley (*Hordeum vulgare* var. *distichum*). 

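Glutathione S-transferases join glutathione to foreign compounds and are a known route of herbicide detoxification in grass weeds. They were the smallest of the 6 families in every assembly, with 39 transcripts in the combined assembly. Seeds had 21, 23, 28 and 24 from BBCH 05 to BBCH 09, root had 15, leaf 6 and stem 5. Every seed stage was above every organ, with means of 24 ± 2.94 and 8.67 ± 5.51 (SD; exact permutation test, two-sided p = 0.057, again the smallest that the splits allow). Counted as distinct proteins, BBCH 05 and root had 14 each, with means of 15.5 ± 1.29 in the seeds and 8 ± 5.20 in the organs (SD; exact permutation test, two-sided p = 0.11). GSTU6 was found in every library, from 6 transcripts at BBCH 05 to 2 in stem. Blackgrass (Alopecurus myosuroides) held the best homologue of some GSTs of seeds and leaf, all of them protein Q9SB98, with 4, 4, 6 and 4 transcripts in the seed stages and 1 in leaf. Of the 39 in the combined assembly, 12 had their best homologue in a green alga, as did 4 of those at BBCH 08, 5 at BBCH 09 and 3 in root.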

The GST transcripts were found in low amount in *A. spica-venti* overall (Fig. 4). 

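Transcripts named GSTF1, a GST of the phi class, all had the same best homologue, protein M7ZER1 of T. urartu. Seeds at BBCH 05 held the longest of the single assemblies, with 237 amino acids and 83% similarity. The peptides of BBCH 07 and root had 192 and 193 amino acids, with 82% similarity each. At BBCH 08 the peptide had 149 amino acids (78%) and in stem 110 (88%). The combined assembly held a single transcript of 243 amino acids.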

Five sequences identified as GSTF1 in *Apera* were identified from seeds BBCH05, BBCH07, BBCH08, root and stem. Sequences identified as GSTF1 were aligned with the AmGSTF1 identified in blackgrass (*Alopecurus myosuroides*; Additional file 5) as this specific sequence was shown to endow herbicide resistance [31]. These had a 38-66% similarity to the *A. myosuroides* AmGSTF1 sequence. This large range of percentage of similarity is attributable to length differences as no SNPs were identified between the different *Apera* GSTF1 sequences. However, a three amino acids insertion was found in the blackgrass sequence. 

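The GSTF1 peptides of Apera were less like the blackgrass protein than like that of T. urartu. They had been named GSTF1 by a best homologue in T. urartu, so this order was set by the naming and is not a result. GSTs of Apera with their best homologue in blackgrass bear another name and are not in this alignment. Over the alignment columns that both sequences fill, identity to blackgrass AmGSTF1 was 57.0% for BBCH 05, 55.0% for BBCH 07, 51.4% for BBCH 08, 57.3% for stem and 55.2% for root. Counted against all 219 residues of the blackgrass protein, the same peptides came to 55.7%, 47.9%, 34.7%, 28.8% and 48.4%. Identity to the T. urartu protein over shared columns was 69.6%, 70.2%, 64.9%, 77.3% and 70.3% in the same order. These values are shares of identical residues in the paper's own alignment, with no credit for like residues.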

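Peptide length differed far more than sequence between the GSTF1 peptides. Compared with the peptide of BBCH 05 in the alignment, that of BBCH 07 differed at 0 of 191 columns, that of root at 0 of 192 and that of stem at 0 of 110. The peptide of BBCH 08 differed at 2 of 148 columns, S103F and L202W, where the residue of BBCH 05 comes first, the position is counted from 1 at the first column of the alignment, and the residue of BBCH 08 comes last.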

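In the alignment of 241 columns, the blackgrass GSTF1 has 3 residues where the 5 Apera peptides have a gap. In the single-letter code they are D, E and V, which stand for aspartate, glutamate and valine. The gap covers columns 104 to 106, counted in residues from the first column.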

The three amino acids are Asparagine, Glutamine and Valine (DEV) at position 104 to 106 bp (Additional File 5). Both alleles are functional. These amino acids were not present in the *Apera* neither in the *Triticum uratu* sequence. It is possible that this insertion in *A. myosuroides* is actually a deletion in *A. spica-venti* and *T. uratu*. A GST1 identified in *E. crus-galli* also responsible for herbicide resistance [32] was also identified in *Apera*.

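GST1 transcripts were found in seeds at BBCH 05 and BBCH 07, in root and in leaf. The homologue of the seed transcripts, of 185 and 181 amino acids, was protein M7ZE90 of T. urartu with similarities of 79% and 78%. Root held a GST1 with the same homologue, of 149 amino acids, and another matching M7ZMQ4 of T. urartu, of 108 amino acids and 96% similarity. In leaf a peptide of 102 amino acids matched M8AQ67 of T. urartu at 98%. The combined assembly held 1 transcript named GST1, of 130 amino acids. No GST of Apera had its best homologue in Echinochloa crus-galli, whose only match in any library was an antimicrobial peptide.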

**Fig. 4:**
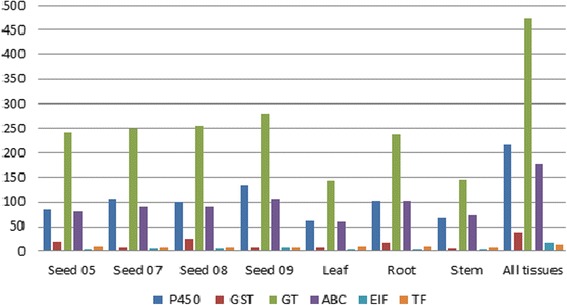
Transcript abundance for major herbicide resistance gene families in the seven different tissues and growth stages from *A. spica-venti*. P450; cytochrome P450, GST; glutathione S-transferase, GT; glycosyltransferase, ABC; ABC transporters, EIF; elongation initiation factor, TF; transcription factor

The cytochrome P450s transcripts were found in high numbers across *A. spica-venti* tissues and growth stages (Fig. 4). 

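Cytochrome P450s are heme enzymes that oxidize many plant metabolites and, in resistant weeds, herbicides. Seeds at BBCH 09 held the most P450 transcripts of the single assemblies and leaf the fewest. From BBCH 05 to BBCH 09 the seeds held 75, 96, 92 and 128, leaf 55, root 88 and stem 60. The combined assembly held 195, behind GT and transcription factors. The 4 seed stages had 97.8 ± 22.1 P450 transcripts and the 3 organs 67.7 ± 17.8 (SD; exact permutation test, two-sided p = 0.11). P450 numbers followed the size of the assembly over the 7 single assemblies (r = 0.891, exact permutation p = 0.00079; rho = 0.964, exact permutation p = 0.0028, two-sided). Without leaf and stem r was 0.886, and over the 6 relations the adjusted values were 0.0048 for r and 0.017 for rho.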

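As a share of annotated transcripts, P450s made up 0.313% at BBCH 09 (95% Wilson interval 0.263 to 0.372%) and 0.194% in leaf (0.149 to 0.252%), intervals that do not overlap. Seeds at BBCH 07 and BBCH 08 lay between, with 0.240% and 0.241%, and root had 0.227%. P450s were taken here as the homologues described as cytochrome P450 and not as its reductase. Counting distinct proteins in place of transcripts, the combined assembly held 98 P450s, and a wider rule that adds monooxygenases and hydroxylases gave 300 transcripts.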

We identified a total of 85, 107, 100, 133, 61, 102 and 67 cytochrome P450 sequences in seeds BBCH 05, 07, 08, 09, leaves, root and stem respectively (Fig. 4). A total of 49 different cytochrome P450s were identified throughout the seven individuals assemblies. 

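Named P450s in the 7 single assemblies came to 44 different members, and 14 of these were found in every library. Among those in every library were CYP90B1, known from brassinosteroid synthesis, CYP97B2, CYP94A1 and CYP76C4. Another 10 were found in a single library, such as CYP84A1, known from the lignin pathway, in seeds at BBCH 05, CYP71B35 in leaf and CYP77A2 in stem. CYP98A1, also of the lignin pathway, was found in every seed stage. The combined assembly held 34 different named members. Members of the CYP71 family made up 10 of the names. In all, 95 P450 transcripts of the single assemblies had no such name. The names were read from CYP names in the descriptions and include CYP78A13, CYP78A53 and CYP81A20, whose descriptions lack the words cytochrome P450 and which the numbers of P450 transcripts and proteins leave out.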

Many sequences were identified as P450s but did not have a subfamily identification and therefore were not counted in this number. The most abundant P450 was from subfamily CYP71 (CYP71D7) with 28 sequences identified as such in the combined assembly (Fig. 5). This specific P450 was also the most abundant of the P450s in the seed stages and in leaves with 15, 16, 10, 17 and 6 sequences respectively. 

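CYP71D7 was the leading P450 of the combined assembly with 28 transcripts. A. tauschii held the best homologue of 25 of them and T. urartu that of 3. Their peptides had a mean of 168 amino acids and a range of 99 to 511. Behind CYP71D7 and CYP89A2 came CYP86B1, of a group that makes the fatty acids of suberin, with 17 transcripts, CYP71D11 with 10 and CYP99A2, of a family of diterpenoid synthesis in rice, with 9. CYP71A1, CYP86A2 and CYP87A3 had 7 each, CYP71D10 and CYP81A20 had 5 each and CYP51H11 had 4.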

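CYP71D7 led in each of the 4 seed stages, with 15, 16, 10 and 17 transcripts. In leaf, CYP99A2 led with 8 transcripts and CYP71D7 followed with 6. In root and stem, CYP89A2 led with 10 and 8 transcripts, against 7 and 4 of CYP71D7. CYP99A2 had 11 transcripts at BBCH 09 and 1 at BBCH 05. No test was made of the order of names within a library, where the numbers are small.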

The second most abundant P450 is CYP89A2 (Fig. 5). 

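With 26 transcripts, CYP89A2 stood close behind CYP71D7 in the combined assembly. Over the 7 single assemblies it had 65 transcripts and CYP71D7 had 75, followed by CYP99A2 with 37, CYP71D11 with 33, CYP71A1 with 28 and CYP86B1 with 27.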

Sequences identified as CYP89A2 in *A. spica-venti* were aligned with the CYP89A2 identified in *L. rigidum* (Additional file 6) shown to confer herbicide resistance [22]. 

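Among the libraries, seeds at BBCH 05 held 13 transcripts of CYP89A2, BBCH 07 11, BBCH 08 9 and BBCH 09 12, and leaf held 2. T. urartu held the best homologue of 59 of the CYP89A2 transcripts of the single assemblies and A. tauschii that of 6.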

Multiple CYP89A2 sequences (mostly from *T. uratu* and *Aegilops tauschii*) were identified in each tissue, with the highest number (13) found in seeds at BBCH 05. Overall, 58 sequences of P450 CYP89A2 were found. A large variation in length was observed with the shortest being 99 amino acid long and the longest 488 amino acids (average: 208 aa). 

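CYP89A2 peptides varied widely in length, and those of stem and root were the longest. In the annotation of the 7 single assemblies they ran from 99 to 489 amino acids, with a mean of 201 and a median of 152. The paper's alignment holds 59 sequences of Apera, with 10 from BBCH 05, 10 from BBCH 07, 9 from BBCH 08, 11 from BBCH 09, 2 from leaf, 9 from root and 8 from stem. Their mean length there was 209 residues and the median 153. Means were 315 residues in stem, 292 in root and 134 in leaf.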

The alignment of all CYP89A2 sequences show a 14-40% sequence similarity to *Lolium spp*, with the highest score belonging to sequences that were annotated to the gene TRIUR3_23510 (Uniprot ORF number) from *T. uratu.* This demonstrates high sequence polymorphism among the four grass species for CYP89A2. 

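Identity of the CYP89A2 peptides to the Lolium sequence varied widely, and a part of them hardly overlapped with it. The alignment has 637 columns and 69 sequences, and the Lolium sequence fills 282 of the columns. Over the 44 Apera peptides that share at least 50 columns with it, identity in shared columns ran from 4.35% to 60.7%, with a median of 23.4%. The lowest value came from leaf, where 1 peptide shared that many columns. The peptides bear the name CYP89A2 through their best homologue alone, and whether each is one was not tested. Low identities are therefore not read as divergence of CYP89A2. Counted against all residues of the Lolium sequence, identity ran from 0 to 51.4%. The highest of these values were in root, and stem reached 50.7%. In seeds the highest share of the Lolium residues at a stage ran from 19.1% at BBCH 08 to 27.0% at BBCH 07.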

The P450 family was further compared based on protein identification between the seven tissues and growth stages. Overall, the four seed growth stages express 18% of the same P450 in optimal growing conditions (Fig. 6). 

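Seeds of all 4 stages had 23 P450 proteins in common, out of 113 matched by at least 1 stage (20.4%). By name, 19 members were found in every stage, among them CYP74A19, of the family of allene oxide synthases, CYP81A20, CYP81D1 and CYP724B1, known from brassinosteroid synthesis.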

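The seed stages differed in how many P450 proteins no other stage matched. Seeds at BBCH 05 had 4 such proteins, those at BBCH 07 had 9, those at BBCH 08 had 12 and those at BBCH 09 had 20, which is 24.7% of the proteins of BBCH 09. By name this order was not kept. BBCH 05, BBCH 07 and BBCH 08 each had 2 named members that no other stage had, and BBCH 09 had 1, CYP76C2.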

Seeds at the BBCH 09 had the highest number of uniquely expressed P450s (Fig. 6). The three tissues have almost 20% of identical P450s expressed while root have the highest number of uniquely expressed P450s.

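Leaf, root and stem had 20 of 90 P450 proteins in common (22.2%). Root had 28 of its own, which is 47.5% of its P450 proteins, against 14 in stem and 11 in leaf. Named members that only root had among the organs were CYP524A1, CYP71A19, CYP71C1, CYP78A53 and CYP87A3, besides CYP710A1, CYP88A1 and CYP99A1. CYP87A3 had 5 transcripts in root and the others 1 each. Stem alone had CYP86A1, known from suberin, and leaf alone had CYP90D2, known from brassinosteroid synthesis, with 1 transcript each. With proteins told apart by description, root had 7 of its own, which leaves out CYP78A53. Root and stem shared a further 7 proteins, leaf and stem 6 and leaf and root 4.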

**Fig. 5:**
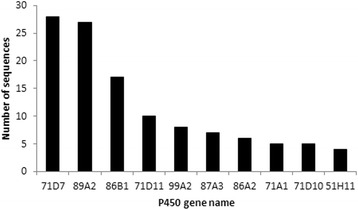
Top 10 most abundant cytochrome P450s in *A. spica-venti*

**Fig. 6:**
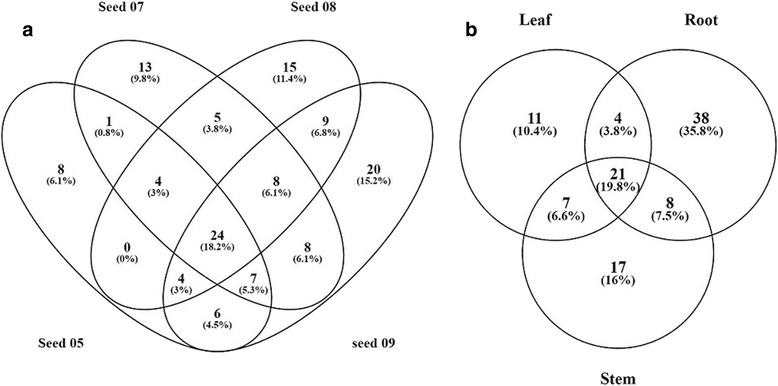
Venn diagram of shared P450 proteins. *Left*, between germinated seeds at BBCH stage 05, 07, 08, and 09. *Right*, between leaf, root, and stem

## Discussion

The aim of this study was to enhance genetic resources for *A. spica-venti* and through the provision of a reference transcriptome creating a platform to decipher, among others, the development of herbicide resistance. In this study, through a *de novo* assembly and redundancy reduction strategy, 74,724 unigenes were found in the combined assembly of *A. spica-venti* which showed a high level of completeness, as well as in the seven individual assemblies. The combined assembly is expected to have assembly statistics differences with the individual assemblies since it contains much more reads and has a 7-fold duplication of many transcripts.

The assembly and homology search statistics are all congruent with previous transcriptome studies in *Poaceae*. The observed N50 for *A. spica-venti* are similar to the values from *Lolium spp de novo* transcriptome (771 bp; [23]), *L. rigidum* (1,150: [22]), *Leymus chinensis* (813: [33]) and *Phragmites australis* (1,187 bp; [34]), but are lower when compared to *Zea mays* (1,612 bp :[30]), and *Arundo donax* (2,229 bp ; [35]), *Poa annua* (1,602 bp: [25]), *L. perenne* (1,500 bp: [36]), and *Eleusine indica* (2,095 bp: [24]). The number of transcript after redundancy reduction is slightly lower than the number found after filtering in *Lolium spp.* [23]. The percentage of functionally annotated protein sequence is also in accordance with *Lolium spp.* results (57%: [25]). The observed top GO terms in each category (BP, CC, MF) are also found in top positions in *E. indica* [24], *L. chinensis* [33], and *E. crus-galli* [16]. The percentage of properly paired reads to their respective assembly (RMBT) is in line with similar results from *A. donax* [34]. Overall, the similarity found between the *A. spica-venti* transcriptome and other grass transcriptomes indicate a properly assembled and annotated dataset presented here.

Although a strict redundancy reduction strategy was used during the assembly, the *A. spica-venti* transcriptome still shows an intermediate level of transcript redundancy. This indicates that many reconstructed transcript were similar enough to annotate to the same description, yet different enough not to be combined during the assembly. Several biological and technical biases could explain this. Biologically, different gene copy number, alternative splicing, heterozygosity and transcripts from large gene families could explain intermediate levels of redundancy. Alternatively, library preparation such as the amplification step and RNA fragmentation steps, as well as fragmented contigs could also be an explanation. This redundancy can be seen in the alignment of CYP89A2 (see below), where there is a large variation in sequence similarity and length. Both *A. spica-venti* and *Lolium spp* showed similar levels of redundancy. This high level of sequence heterogeneity most likely stems from the heterogeneous genetic background of multiple individuals from different populations used in this study to create the transcriptome representing natural variation within *A. spica-venti*. Transcript redundancy is a biological artifact that complicates *de novo* transcriptome assembly when using heterogeneous data [23]. Experimentally, contig redundancy could be minimized by performing several generational crosses between individuals from the same population. The level of redundancy in *A. spica-venti* is consistent across tissues and growth stages and can be identified by multiple methods presented here (BUSCO, non-redundant protein ID) and most importantly, does not affect the levels of similarity between *A. spica-venti* assemblies. With and without the redundancy, the *A. spica-venti* transcriptome has high levels of similarity with phylogenetically related grass species such as *B. distachyon* and *Lolium spp*. Our study shows that a reference transcriptome can be successfully created from multiple genetically heterogeneous individuals. Using extra steps after the initial *de novo* assembly can reduce redundancy drastically.

The absence of GO enrichment between the different tissues and growth stages is unsurprising considering the large sample size being compared and the fact that the assemblies were constructed from material under the same biotic and abiotic conditions. This lack of enrichment indicates also that the combined assembly represents well the variation within each tissue and growth stages. The fact that the *A. spica-venti* transcriptome is more similar to *Lolium spp.* than to *B. distachyon*, despite *B. distachyon* being a much better annotated reference, is most likely caused by the close phylogenetic relationship or could indicate a genetic similarity between grass weeds. The genera *Apera, Lolium, Alopecurus* and *Poa* are all part of the large monophyletic core *Pooideae* while *Brachypodium* is part of the Brachypodieae [37].

Many populations of *A. spica-venti* are resistant to herbicides and some have been identified as metabolic resistance cases, with a strong suspicion on the cytochrome P450s family, but never confirmed [38]. We find a higher number of total sequences corresponding to some key herbicide resistance gene families in *A. spica-venti* than compared to *Lolium rigidum* reference, which contained 56 GST and 7 GT sequences [22]. The total number of different P450s recovered in this study (49) is in line with the 57 recovered in the transcriptome of *Lolium rigidum* [22]. However, this number is far below the number of P450s identified in other Poaceae species such as rice (228) and sorghum (326), respectively [39]. Transcriptome studies do not recover the total number of genes present in an organism. This tells us that herbicide susceptible populations of *A. spica-venti* in Denmark express a low number of P450s in optimal growing conditions. This is consistent with the knowledge of P450s as being involved in stress and xenobioticide defense in plants. The fact that the roots presented the largest number of unique P450s could indicate they were under some undetermined stress and more likely to indicate higher basal P450 expression. Roots in *Zea mays* and in *Arabidopsis* are known to express P450s [40, 41] and some P450s are expressed predominantly in roots [42], but there is no evidence that this is a general trend for the P450 family. The most abundant P450, CYP71D7, has been shown to be implicated in glycoalkaloid and ginsenosides biosynthesis, stress-induced secondary metabolites, as well as green tissue regeneration, especially in shoot development stages, in many crops [43–46]. Interestingly, CYP71D7 is also highly upregulated in blight-resistant potato [47]. This hints at a potential role in herbicide resistance in *A. spica-venti*, but remains to be investigated.

The large sequence variation in CYP89A2 between *Lolium*, *Apera*, and *Triticum*, could indicate that these sequences are not highly conserved as they are implicated in environmental adaptation. The *A. spica-venti* and *A. myosuroides* GSTF1 sequences are similar indicating a potential for similar metabolic activity in the presence of herbicide as was demonstrated in Cummins et al [31]. These two known resistance genes (CYP89A2 and GSTF1) were recovered in the majority of tissues of this reference transcriptome of *A. spica-venti* indicate that these are constitutively expressed at many early stages and overall in the plant. GST are known to be expressed at every stage of plant development in every tissue [48]. Many of the known herbicide resistant P450s, GSTs, and EIFs identified in other weeds species [22, 23, 49–53] were not recovered.

## Conclusion

In the present study, we have described the construction and functional annotation of a *de novo* reference transcriptome assembly for *Apera spica-venti* with emphasis on gene families involved in herbicide detoxification. These transcriptomes represents a considerable addition to the molecular knowledge available for this important weed species. Moreover, GO and KEGG analysis were conducted and all unigenes were classified into functional categories with the aim to understand their role and metabolic pathways. This data can be used to develop oligo-nucleotide microarray to study gene expression studies at large scale. We have characterized the major gene families responsible for herbicide resistance and shown strong potential of two specific genes to have a role in herbicide resistance in *A. spica-venti*. Finally, this study can serve as a reference to unravel genes and pathways involved in metabolic herbicide resistance mechanisms, weed adaption, grass genetics and trait evolution in the future.

## Methods

### Tissue collection

Seeds from six herbicide susceptible populations of *Apera spica-venti* originating at six different locations in Denmark, were mixed together to create a meta-population encompassing a range of genetic variations possible within the species. Each of these six populations were previously tested between 2007 and 2010 with ALS and ACCase inhibitor herbicides and found to be susceptible (Mathiassen, pers. comm). Seeds were sown in pots and grown under greenhouse conditions on a table with an automatic watering system. Leaf, stem, and root material from individual plant were harvested once the plants were at BBCH stage 34 to 36 (stem elongation). Tissues were cut in small pieces and immediately put in liquid nitrogen and then stored at -80 °C. These tissues were kept separated by individual plant. Seeds from this meta-population were sown in 9 cm petri dishes with four filter papers and 5 mL of deionized water and grown in a climate cabinet (Termaks Series KB8000L) at night/day temperatures of 10 °C/17 °C for 10 h/14 h. Germinated seeds were harvested at stage BBCH 05 (radicle emerges from seed), 07 (coleoptile emerges from caryopsis), 08 (coleoptile elongation), and 09 (Emergence: coleoptile breaks through soil surface). Germinated seeds were put in RNAlater RNA stabilization reagent (Qiagen GmbH, Hilden, Germany) and then stored at 4 °C.

### RNA extraction and cDNA sequencing

A total of 0.5 g of frozen tissue from leaf, stem, and root was grounded separately using a 2010 Geno/Grinder (SPEX Sample prep, Stanmore, UK) for 45 s at 1,500 Hz and then soaked in liquid nitrogen. A total of 0.7 g of germinated seeds were grounded using the same method but for 2 cycles of 45 s at 1,500 Hz and were not soaked in liquid nitrogen. The RNA mini plant kit (Qiagen, Hilsen, Germany) was used for RNA extraction following the manufacturer protocol, three wash steps were performed. RNA quality was verified using a spectrophotometer (Nanodrop 3300, Wilmington, USA) and bioanalyzer (Agilent 2100, Santa Clara, USA). Samples that showed a RIN value of 6.0 and more were treated with DNAse 1 according to the protocol (Qiagen, Hilsen, Germany) and suspended in a final volume of 14 μL. RNA quality was verified again with spectrophotometer (NanoDrop-1000 v.3.1.0) and bioanalyzer using the RNA 6000 Plant Nano program (Agilent 2100). Samples with a RIN value higher than 6 were selected for cDNA library construction. The lower than recommended (>8) RIN value threshold selected here is because of difficulties in extracting high quality RNA from germinated seed samples. High quality RNA from minimum three individuals was pooled for each tissue and seed growth stages. Nine libraries were created; seven for each of the individual tissues or growth stage, and libraries for leaf and root, respectively. Samples of mRNA were selected, fragmented and transformed to 150-400 bp short insert, strand specific cDNA libraries for sequencing on Illumina HiSeq 2500 (Eurofins MGW, Germany).

### *De novo* transcriptome assembly of *Apera spica-venti*

The raw reads were quality-clipped before performing the assembly using the software Trimmomatic [54]. Using a sliding window approach, raw reads with a Phred score below 20, containing only “N”, and/or length below 80 bp were removed. These were normalized using kmer size of 20 [55]. Transcript reconstruction is computationally challenging, especially for non-model plant species [30]. The de Bruijn’s graph strategy has shown to be the best performing for Illumina reads [56]. The Trinity assembler was selected as it has been shown to be more accurate than Velvet to reconstruct full length transcriptome [57]. A combined dataset was created by merging all reads from individual libraries. The assembly method was a composite of different methods in order to reduce transcripts redundancy. First the *de novo* Trinity pipeline (version 2.1.1; [58]) was used with a minimum contig length of 200 bp and a minimum kmer covariance of 2. The longest isoform for each gene was selected (perl script by Brian Haas on trinityrnaseq-users google group), then contigs were merged according to a similarity criterion of 90% in CD-HIT-EST (version 4.6.3, [59]). The contigs were then translated to coding protein sequences using Transdecoder (version 2.0.1; [56]) following identification of the longest ORFs. This pipeline was performed for each of the seven tissue- and growth stage- specific libraries. Non-redundant assemblies were used in downstream functional annotation KEGG, and GO enrichment analysis. Raw reads, assembled and annotated data set are available at NCBI Gene Expression Omnibus; submission GSE86989.

### Assembly quality

The quality of the assemblies was assessed using three methods. First, peptide sequences from the longest ORF from each library were blasted (blastp) against *Brachypodium distachyon* peptide sequences (Ensembl) as this species is the closest model plant species to *A. spica-venti*. Second, the assemblies were evaluated against a database of single copy orthologue genes for plants as implemented in BUSCO (version 1.161; [60]). Thirdly, the number of reads that mapped back to the combined transcriptome assembly, and to their own respective assembly, was assessed (RMBT; [61]). Comparing the number of unique proteins IDs recovered (no redundancy) to the original protein list allowed us to calculate a redundancy percentage.

### Functional annotation, KEGG and GO enrichment

Individual libraries and the combined, were each aligned (blastp v.3.2.2) to the non-redundant plant protein database UniprotKB (viridiplantae 75_2015-11) with an e-value filter of 1e^−1^ and only the best homologue was reported. GO mapping was performed against the Gene Ontology database implemented in B2G (version 3.3.5; [62]). Annotation was performed with an e-value hit filter set to 1e^−1^, annotation cutoff of 55, and evidence code set to 0.8 for the different categories as implemented in B2G. The KEGG pathways was performed in B2G based on enzyme code in each assembly. GO enrichment analysis was performed using a two sided Fisher Exact Test with the multiple testing corrections of Benjamini and Hochberg (FDR) of 0.05. The combined assembly was used as the reference while each annotated assemblies were tested individually against it.

### Homology to other model grass species

Protein sequences from *Lolium spp.* and *Brachypodium distachyon* were aligned by blastp (e-value filter of 1e^−1^ and only the best homologue was reported) to the same version of UniprotKB database used for *A. spica-venti.* This was done in order to compare the three species based on exactly the same search parameters and database type and version. *B. distachyon* is the closest model species, while *Lolium* is a genus of grass weed with a well-characterized transcriptome [22, 23, 36]. The coding sequences used for *Lolium spp.* were taken from the recent work of Duhoux et al. [30] which was generated using tissues from the three species of rye-grasses (*L. perenne, L. multiflorum*, and *L. rigidum*). Similarly to the *A. spica-venti* transcriptome generated here which contains different individuals from field conditions, the *Lolium spp.* transcriptome contains a high level of heterogeneity stemming from different field individuals and from different species within the *Lolium* genus. The number of identical non-redundant proteins recovered between *Apera, Lolium*, and *Brachypodium* was compared, as well as redundancy percentage.

### Herbicide resistance gene families

The number of transcripts annotated to known herbicide resistance gene families (P450, GST, GT, TF, ABC and EIF were compared between the seven assemblies, and also to *B. distachyon* genome and *L. rigidum* transcriptome. Specific transcripts identified to genes conferring herbicide resistance in previous studies were aligned to assess identity, homology, and potential resistance phenotype in *A. spica-venti*. Because the majority of resistance genes identified in herbicide resistant weeds are P450s, this gene family was further investigated. The top ten most abundant P450s recovered were identified. The number of P450s common between tissues and growth stages were compared.

## Additional files

Additional file 1: Sequence length distribution for combined assembly. (JPG 25 kb)
Additional file 2: E-value distribution for combined assembly. (PNG 9 kb)
Additional file 3: Plant Gene Ontology terms associated with the combined assembly of all tissues and growth stage of *A. spica-venti*. BP; biological processes, MF; metabolic function, CC; cellular component. (PNG 34 kb)
Additional file 4: Top 20 species identification for the combined dataset. (JPG 74 kb)
Additional file 5: Alignment of cytochrome P450s CYP89A2 protein sequences from *Apera, Lolium, Triticum*, and *Aegilops*.
Additional file 6: Alignment of GSTF1 protein sequences from *Apera* and *Alopecurus*.

## Abbreviations

ABC: ATP-binding cassette transporters
ACCase: Acetyl-CoA
ALS: Acetolactate synthase
BBCH: Bundesanstalt Bundessortenamt und Chemische Industrie
BP: Biological process
BUSCO: Benchmarking universal single-copy orthologs
CC: Cellular component
EIF: Elongation initiation factor
GO: Gene ontology
GST: Glutathione S-tranferase
GT: Glycosyltransferase
KEGG: Kyoto Encyclopedia of Genes and Genomes
MF: Metabolic function
NTSR: Non-target site resistance
P450: Cytochrome monooxygenase P450
RMBT: Reads mapped back to the transcriptome
TF: Transcription factor

# Supplementary material for: De novo transcriptome assembly analysis of weed Apera spica-venti from seven tissues and growth stages
**Source:** BMC Genomics. 2017 Feb 6;18:128. doi: 10.1186/s12864-017-3538-4
**Supplement:** Additional file 5: — Alignment of cytochrome P450s CYP89A2 protein sequences from Apera, Lolium, Triticum, and Aegilops.

Additional file 5. Alignment of cytochrome P450s CYP89A2 protein sequences from Apera, Lolium, Triticum, and Aegilops.

                                         10        20        30        40        50        60        70        80        90       100                  
                                ....|....|....|....|....|....|....|....|....|....|....|....|....|....|....|....|....|....|....|....|
Arapidopsis_gi|15217771|ref|NP  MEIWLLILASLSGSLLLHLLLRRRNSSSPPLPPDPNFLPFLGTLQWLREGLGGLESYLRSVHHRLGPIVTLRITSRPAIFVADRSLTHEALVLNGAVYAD 
M8a6n8                          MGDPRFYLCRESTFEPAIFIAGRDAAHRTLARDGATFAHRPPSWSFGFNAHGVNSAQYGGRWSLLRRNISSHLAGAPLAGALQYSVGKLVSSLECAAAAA 
M7zhu4                          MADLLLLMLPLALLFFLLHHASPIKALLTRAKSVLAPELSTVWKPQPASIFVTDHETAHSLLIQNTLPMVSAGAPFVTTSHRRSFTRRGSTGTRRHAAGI 
M8axb5                          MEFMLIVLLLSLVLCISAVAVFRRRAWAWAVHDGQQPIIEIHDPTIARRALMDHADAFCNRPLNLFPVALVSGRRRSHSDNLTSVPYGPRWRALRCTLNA 
M7z1d9                          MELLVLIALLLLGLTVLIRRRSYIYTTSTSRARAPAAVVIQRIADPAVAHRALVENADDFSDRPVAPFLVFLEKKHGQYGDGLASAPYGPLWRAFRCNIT 
M8CS19|M8CS19_AEGTA Cytochrome  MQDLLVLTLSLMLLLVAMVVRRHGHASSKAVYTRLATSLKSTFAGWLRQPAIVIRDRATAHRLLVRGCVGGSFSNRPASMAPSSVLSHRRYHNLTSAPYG 
M8A0V3|M8A0V3_TRIUA Cytochrome  ------------------------------------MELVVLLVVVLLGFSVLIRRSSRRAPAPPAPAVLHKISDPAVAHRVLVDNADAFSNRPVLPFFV 
M8A8M2|M8A8M2_TRIUA Cytochrome  ---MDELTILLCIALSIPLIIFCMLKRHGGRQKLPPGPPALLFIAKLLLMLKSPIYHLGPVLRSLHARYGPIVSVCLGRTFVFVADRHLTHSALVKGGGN 
M7ZAM7|M7ZAM7_TRIUA Cytochrome  -----------------------------------------------------------------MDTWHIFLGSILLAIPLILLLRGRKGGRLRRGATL 
Lolium_Gaines_89A2              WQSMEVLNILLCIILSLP--LIFLLS-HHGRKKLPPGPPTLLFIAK-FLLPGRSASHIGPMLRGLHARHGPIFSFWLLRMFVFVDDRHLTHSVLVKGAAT 
A2_TRINITY_DN68910_c0_g1_i3|m.  ---------------------------------------------------------------------------------------------------- 
A2_TRINITY_DN66356_c0_g2_i1|m.  -------------------------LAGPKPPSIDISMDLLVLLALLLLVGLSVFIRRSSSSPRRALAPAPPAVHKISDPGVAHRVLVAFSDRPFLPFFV 
A2_TRINITY_DN68910_c0_g2_i1|m.  ---------------------------------------------------------------------------------------------------- 
A2_TRINITY_DN70484_c0_g3_i1|m.  ------------------------------------------------------------------------------------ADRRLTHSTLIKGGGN 
A2_TRINITY_DN73066_c0_g3_i1|m.  ---------------------------------------------------------------------------------------------------- 
A2_TRINITY_DN77876_c5_g6_i1|m.  ---------------------------------------------------------------------------------------------------- 
A2_TRINITY_DN88769_c1_g2_i1|m.  ---------------------------------------------------------------------------------------------------- 
A2_TRINITY_DN88769_c2_g3_i3|m.  ---------------------------------------------------------------------------------------------------- 
A2_TRINITY_DN88769_c2_g6_i2|m.  ---------------------------------------------------------------------------------------------------- 
A2_TRINITY_DN91187_c2_g16_i2|m  ---------------------------------------------------------------------------------------------------- 
A3_TRINITY_DN101639_c0_g4_i1|m  ---------------------------------------------------------------------------------------------------- 
A3_TRINITY_DN101639_c0_g5_i1|m  ---------------------------------------------------------------------------------------------------- 
A3_TRINITY_DN101639_c0_g6_i1|m  ---------------------------------------------------------------------------------------------------- 
A3_TRINITY_DN113586_c9_g10_i1|  ---------------------------------------------------------------------------------------------------- 
A3_TRINITY_DN35959_c0_g1_i1|m.  ---------------------------------------------------------------------------------------------------- 
A3_TRINITY_DN47294_c0_g2_i1|m.  ---------------------------------------------------------------------------------------------------- 
A3_TRINITY_DN70793_c0_g2_i1|m.  ---------------------------------------------------------------------------------------------------- 
A3_TRINITY_DN80133_c0_g1_i1|m.  ---------------------------------------------------------------------------------------------------- 
A3_TRINITY_DN93016_c2_g1_i2|m.  -----------------------------------------------------------------------------------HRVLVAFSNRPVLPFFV 
A3_TRINITY_DN93016_c1_g2_i1|m.  ---------------------------------------------------------------------------------------------------- 
A4_TRINITY_DN105332_c2_g3_i2|m  ---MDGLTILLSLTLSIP--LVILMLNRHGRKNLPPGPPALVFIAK-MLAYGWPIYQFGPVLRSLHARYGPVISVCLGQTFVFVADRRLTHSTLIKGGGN 
A4_TRINITY_DN39512_c0_g1_i1|m.  ---------------------------------------------------------------------------------------------------- 
A4_TRINITY_DN42484_c0_g1_i1|m.  ---------------------------------------------------------------------------------------------------- 
A4_TRINITY_DN76031_c0_g1_i1|m.  ---------------------------------------------------------------------------------------------------- 
A4_TRINITY_DN76068_c0_g3_i1|m.  ---------------------------------------------------------------------------------------------------- 
A4_TRINITY_DN77267_c1_g3_i1|m.  ---------------------------------------------------------------------------------------------------- 
A4_TRINITY_DN86750_c1_g4_i1|m.  ---------------------------------------------------------------------------------------------------- 
A4_TRINITY_DN86750_c1_g5_i1|m.  ---------------------------------------------------------------------------------------------------- 
A4_TRINITY_DN88254_c3_g1_i1|m.  -----------------------------------------------------------------------------------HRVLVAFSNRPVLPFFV 
A6_TRINITY_DN58600_c1_g3_i1|m.  ---------------------------------------------------------------------------------------------------- 
A6_TRINITY_DN66770_c1_g1_i1|m.  ---------------------------------------------------------------------------------------------------- 
A7_TRINITY_DN126267_c0_g1_i1|m  ---------------------------------------------------------------------------------------------------- 
A7_TRINITY_DN163078_c0_g1_i1|m  ---------------------------------------------------------------------------------------------------- 
A7_TRINITY_DN73089_c0_g1_i1|m.  ---------------------------------------------------------------------------------------------------- 
A7_TRINITY_DN73089_c1_g3_i1|m.  ---------------------------------------------------------------------------------------------------- 
A7_TRINITY_DN87364_c0_g1_i1|m.  -------------------------------------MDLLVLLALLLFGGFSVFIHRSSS--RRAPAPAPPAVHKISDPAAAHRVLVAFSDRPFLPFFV 
A7_TRINITY_DN88932_c0_g2_i1|m.  ---------------------------------------------------------------------------------------------------- 
A7_TRINITY_DN94510_c4_g1_i2|m.  ---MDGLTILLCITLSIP--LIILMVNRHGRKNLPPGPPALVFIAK-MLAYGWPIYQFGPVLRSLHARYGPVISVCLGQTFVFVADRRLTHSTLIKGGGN 
A7_TRINITY_DN94510_c4_g2_i1|m.  ---------------------------------------------------------------------------------------------------- 
A7_TRINITY_DN94953_c0_g1_i1|m.  ---------------------------------------------------------------------------------------------------- 
A5_TRINITY_DN102218_c5_g6_i2|m  ---------------------------------------------------------------------------------------------------- 
A5_TRINITY_DN103684_c0_g2_i1|m  ---------------------------------------------------------------------------------------------------- 
A5_TRINITY_DN103684_c0_g5_i1|m  ---------------------------------------------------------------------------------------------------- 
A5_TRINITY_DN103684_c1_g3_i3|m  ---------------------------------------------------------------------------------------------------- 
A5_TRINITY_DN34162_c0_g1_i1|m.  ---------------------------------------------------------------------------------------------------- 
A5_TRINITY_DN81309_c2_g1_i1|m.  -------------------------VAGPFPTTMEQ---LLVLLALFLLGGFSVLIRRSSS--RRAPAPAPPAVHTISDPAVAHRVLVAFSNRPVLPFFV 
A5_TRINITY_DN81309_c2_g2_i2|m.  -------------------------------------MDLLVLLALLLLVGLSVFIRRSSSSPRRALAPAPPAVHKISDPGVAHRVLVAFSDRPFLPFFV 
A5_TRINITY_DN88739_c0_g1_i1|m.  ---------------------------------------------------------------------------------------------------- 
A5_TRINITY_DN89190_c1_g7_i1|m.  ---------------------------------------------------------------------------------------------------- 
A5_TRINITY_DN93741_c1_g1_i1|m.  ---------------------------------------------------------------------------------------------------- 
A5_TRINITY_DN97327_c1_g3_i2|m.  ---------------------------------------------------------------------------------------------------- 
A8_TRINITY_DN28752_c0_g1_i1|m.  ---------------------------------------------------------------------------------------------------- 
A8_TRINITY_DN33033_c0_g1_i1|m.  ---------------------------------------------------------------------------------------------------- 
A8_TRINITY_DN40046_c1_g1_i1|m.  ---------------------------------------------------------------------------------------------------- 
A8_TRINITY_DN42043_c0_g1_i1|m.  -------------------------------------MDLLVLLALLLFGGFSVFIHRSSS--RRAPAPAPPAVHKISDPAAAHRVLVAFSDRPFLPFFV 
A8_TRINITY_DN49523_c2_g1_i1|m.  ---------------------------------------------------------------------------------------------------- 
A8_TRINITY_DN52955_c1_g4_i1|m.  ---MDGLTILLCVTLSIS--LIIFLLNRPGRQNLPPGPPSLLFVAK-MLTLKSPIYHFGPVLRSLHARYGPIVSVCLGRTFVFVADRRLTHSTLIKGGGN 
A8_TRINITY_DN52955_c1_g5_i1|m.  ---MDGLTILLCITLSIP--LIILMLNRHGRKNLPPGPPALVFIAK-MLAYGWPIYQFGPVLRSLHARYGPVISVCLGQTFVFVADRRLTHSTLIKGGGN 
A8_TRINITY_DN52955_c1_g6_i1|m.  ---------------------------------------------------------------------------------------------------- 

                                        110       120       130       140       150       160       170       180       190       200         
                                ....|....|....|....|....|....|....|....|....|....|....|....|....|....|....|....|....|....|....|....|
Arapidopsis_gi|15217771|ref|NP  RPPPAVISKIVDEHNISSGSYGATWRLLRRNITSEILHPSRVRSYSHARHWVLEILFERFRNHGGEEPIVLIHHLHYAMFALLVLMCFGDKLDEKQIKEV 
M8a6n8                          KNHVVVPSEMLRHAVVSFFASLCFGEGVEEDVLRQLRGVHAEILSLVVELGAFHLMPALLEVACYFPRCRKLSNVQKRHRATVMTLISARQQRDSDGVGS 
M7zhu4                          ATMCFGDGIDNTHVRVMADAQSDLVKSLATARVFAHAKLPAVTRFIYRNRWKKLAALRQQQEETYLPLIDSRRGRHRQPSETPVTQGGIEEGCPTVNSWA 
M8axb5                          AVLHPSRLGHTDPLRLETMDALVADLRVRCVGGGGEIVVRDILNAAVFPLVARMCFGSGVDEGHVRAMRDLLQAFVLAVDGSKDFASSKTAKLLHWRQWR 
M7z1d9                          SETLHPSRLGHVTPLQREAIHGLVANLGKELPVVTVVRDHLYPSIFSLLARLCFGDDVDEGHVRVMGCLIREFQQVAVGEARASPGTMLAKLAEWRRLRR 
M8CS19|M8CS19_AEGTA Cytochrome  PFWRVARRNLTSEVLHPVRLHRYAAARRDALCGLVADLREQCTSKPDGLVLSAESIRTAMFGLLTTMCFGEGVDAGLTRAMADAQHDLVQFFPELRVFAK 
M8A0V3|M8A0V3_TRIUA Cytochrome  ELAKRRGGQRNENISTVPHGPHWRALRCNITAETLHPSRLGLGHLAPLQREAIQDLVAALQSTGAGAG--------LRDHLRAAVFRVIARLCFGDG-VD 
M8A8M2|M8A8M2_TRIUA Cytochrome  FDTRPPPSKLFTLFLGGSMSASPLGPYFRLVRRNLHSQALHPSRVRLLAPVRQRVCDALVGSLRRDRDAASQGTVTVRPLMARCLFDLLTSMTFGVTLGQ 
M7ZAM7|M7ZAM7_TRIUA Cytochrome  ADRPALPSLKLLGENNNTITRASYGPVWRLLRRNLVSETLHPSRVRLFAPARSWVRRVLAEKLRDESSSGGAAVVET---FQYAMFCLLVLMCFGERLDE 
Lolium_Gaines_89A2              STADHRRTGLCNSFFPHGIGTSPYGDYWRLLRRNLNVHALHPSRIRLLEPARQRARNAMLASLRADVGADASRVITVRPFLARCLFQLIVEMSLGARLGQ 
A2_TRINITY_DN68910_c0_g1_i3|m.  ---------------------------------------------------------------------------------------------------- 
A2_TRINITY_DN66356_c0_g2_i1|m.  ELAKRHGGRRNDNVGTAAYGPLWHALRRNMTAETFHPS--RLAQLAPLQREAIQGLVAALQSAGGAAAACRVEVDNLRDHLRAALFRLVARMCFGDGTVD 
A2_TRINITY_DN68910_c0_g2_i1|m.  ---------------------------------------------------------------------------------------------------- 
A2_TRINITY_DN70484_c0_g3_i1|m.  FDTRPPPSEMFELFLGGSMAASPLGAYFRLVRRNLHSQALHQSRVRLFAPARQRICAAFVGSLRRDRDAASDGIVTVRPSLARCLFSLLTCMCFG----- 
A2_TRINITY_DN73066_c0_g3_i1|m.  -------------------------------------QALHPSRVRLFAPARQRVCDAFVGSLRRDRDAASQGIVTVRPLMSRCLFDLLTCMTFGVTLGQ 
A2_TRINITY_DN77876_c5_g6_i1|m.  ---------------------------------------------------------------------------------------------------- 
A2_TRINITY_DN88769_c1_g2_i1|m.  ---------------------------------------------------------------------------------------------------- 
A2_TRINITY_DN88769_c2_g3_i3|m.  ------------------------------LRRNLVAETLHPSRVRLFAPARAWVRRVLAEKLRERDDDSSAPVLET---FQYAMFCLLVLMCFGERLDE 
A2_TRINITY_DN88769_c2_g6_i2|m.  ---------------------------------------------------------------------------------------------------- 
A2_TRINITY_DN91187_c2_g16_i2|m  ---------------------------------------------------------------------------------------------------- 
A3_TRINITY_DN101639_c0_g4_i1|m  -----------------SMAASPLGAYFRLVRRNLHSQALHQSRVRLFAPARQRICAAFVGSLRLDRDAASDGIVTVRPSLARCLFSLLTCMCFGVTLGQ 
A3_TRINITY_DN101639_c0_g5_i1|m  -------------------------------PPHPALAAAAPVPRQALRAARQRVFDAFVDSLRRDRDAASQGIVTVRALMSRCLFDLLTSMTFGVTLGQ 
A3_TRINITY_DN101639_c0_g6_i1|m  ------------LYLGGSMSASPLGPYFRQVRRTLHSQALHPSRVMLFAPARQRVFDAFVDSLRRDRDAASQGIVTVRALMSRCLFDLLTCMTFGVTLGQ 
A3_TRINITY_DN113586_c9_g10_i1|  ---------------------------------------------------------------------------------------------------- 
A3_TRINITY_DN35959_c0_g1_i1|m.  ---------------------------------------------------------------------------------------------------- 
A3_TRINITY_DN47294_c0_g2_i1|m.  ---------------------------------------------------------------------------------------------------- 
A3_TRINITY_DN70793_c0_g2_i1|m.  ---------------------------------------------------------------------------------------------------- 
A3_TRINITY_DN80133_c0_g1_i1|m.  ---------------------------------------------------------------------------------------------------- 
A3_TRINITY_DN93016_c2_g1_i2|m.  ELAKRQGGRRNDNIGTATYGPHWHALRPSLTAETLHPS--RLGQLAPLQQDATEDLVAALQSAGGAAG-----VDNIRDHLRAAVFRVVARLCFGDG-VD 
A3_TRINITY_DN93016_c1_g2_i1|m.  -----------------------------------------------------------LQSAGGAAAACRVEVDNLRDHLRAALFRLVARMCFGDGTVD 
A4_TRINITY_DN105332_c2_g3_i2|m  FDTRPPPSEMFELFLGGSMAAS------------------------------------------------------------------------------ 
A4_TRINITY_DN39512_c0_g1_i1|m.  ---------------------------------------------------------------------------------------------------- 
A4_TRINITY_DN42484_c0_g1_i1|m.  ---------------------------------------------------------------------------------------------------- 
A4_TRINITY_DN76031_c0_g1_i1|m.  ---------------------------------------------------------------------------------------------------- 
A4_TRINITY_DN76068_c0_g3_i1|m.  ----------------------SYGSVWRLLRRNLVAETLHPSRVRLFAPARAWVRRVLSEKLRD-DSAGGAAVVES---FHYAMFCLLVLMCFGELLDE 
A4_TRINITY_DN77267_c1_g3_i1|m.  ---------------------------------------------------------------------------------------------------- 
A4_TRINITY_DN86750_c1_g4_i1|m.  ---------------------------------------------------------------------------------------------------- 
A4_TRINITY_DN86750_c1_g5_i1|m.  ---------------------------------------------------------------------------------------------------- 
A4_TRINITY_DN88254_c3_g1_i1|m.  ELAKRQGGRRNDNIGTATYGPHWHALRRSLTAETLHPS--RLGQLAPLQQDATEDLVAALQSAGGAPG-----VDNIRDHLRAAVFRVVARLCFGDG-VD 
A6_TRINITY_DN58600_c1_g3_i1|m.  ------------------------------------------------------------------------------------------------MDNE 
A6_TRINITY_DN66770_c1_g1_i1|m.  ---------------------------------------------------------------------------------------------------- 
A7_TRINITY_DN126267_c0_g1_i1|m  ---------------------------------------------------------------------------------------------------- 
A7_TRINITY_DN163078_c0_g1_i1|m  ---------------------------------------------------------------------------------------------------- 
A7_TRINITY_DN73089_c0_g1_i1|m.  ---------------------------------------------------------------------------------------------------- 
A7_TRINITY_DN73089_c1_g3_i1|m.  ---------------------------------------------------------------------------------------------------- 
A7_TRINITY_DN87364_c0_g1_i1|m.  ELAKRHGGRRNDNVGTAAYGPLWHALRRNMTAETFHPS--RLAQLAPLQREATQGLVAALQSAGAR------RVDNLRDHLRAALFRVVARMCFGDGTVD 
A7_TRINITY_DN88932_c0_g2_i1|m.  ---------------------------------------------------------------------------------------------------- 
A7_TRINITY_DN94510_c4_g1_i2|m.  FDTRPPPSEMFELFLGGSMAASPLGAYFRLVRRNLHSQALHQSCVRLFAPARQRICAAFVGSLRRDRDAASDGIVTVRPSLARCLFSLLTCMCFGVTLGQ 
A7_TRINITY_DN94510_c4_g2_i1|m.  ----------------------------------------------------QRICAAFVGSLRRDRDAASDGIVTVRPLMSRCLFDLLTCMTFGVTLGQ 
A7_TRINITY_DN94953_c0_g1_i1|m.  ---------------------------------------------------------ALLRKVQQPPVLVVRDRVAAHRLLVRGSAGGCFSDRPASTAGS 
A5_TRINITY_DN102218_c5_g6_i2|m  ---------------------------------------------------------------------------------------------------- 
A5_TRINITY_DN103684_c0_g2_i1|m  -------------------------------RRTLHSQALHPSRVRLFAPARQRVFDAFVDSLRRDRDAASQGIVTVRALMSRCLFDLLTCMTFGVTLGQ 
A5_TRINITY_DN103684_c0_g5_i1|m  ---------------------------------------------------------------------------------------------------- 
A5_TRINITY_DN103684_c1_g3_i3|m  ---------------------------------------------------------------------------------------------------- 
A5_TRINITY_DN34162_c0_g1_i1|m.  ----------------------------------------------------------------------------------------------SPRCQE 
A5_TRINITY_DN81309_c2_g1_i1|m.  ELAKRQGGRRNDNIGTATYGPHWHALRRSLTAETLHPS--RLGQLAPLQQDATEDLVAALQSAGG----------------------------------- 
A5_TRINITY_DN81309_c2_g2_i2|m.  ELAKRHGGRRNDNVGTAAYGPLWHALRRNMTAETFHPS--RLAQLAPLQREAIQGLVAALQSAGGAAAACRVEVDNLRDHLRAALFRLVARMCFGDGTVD 
A5_TRINITY_DN88739_c0_g1_i1|m.  -------------------------------------------------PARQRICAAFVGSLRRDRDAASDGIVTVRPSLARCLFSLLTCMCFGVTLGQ 
A5_TRINITY_DN89190_c1_g7_i1|m.  ---------------------------------------------------------------------------------------------------- 
A5_TRINITY_DN93741_c1_g1_i1|m.  ---------------------------------------------------------------------------------------------------- 
A5_TRINITY_DN97327_c1_g3_i2|m.  ---------------------------------------------------------------------------------------------------- 
A8_TRINITY_DN28752_c0_g1_i1|m.  ---------------------------------------------------------------------------------------------------- 
A8_TRINITY_DN33033_c0_g1_i1|m.  ---------------------------------------------------------------------------------------------------E 
A8_TRINITY_DN40046_c1_g1_i1|m.  ---------------------------------------------------------------------------------------------------- 
A8_TRINITY_DN42043_c0_g1_i1|m.  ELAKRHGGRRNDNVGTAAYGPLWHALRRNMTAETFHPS--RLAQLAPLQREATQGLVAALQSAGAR------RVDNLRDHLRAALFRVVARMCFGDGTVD 
A8_TRINITY_DN49523_c2_g1_i1|m.  ---------------------------------------------------------------------------------------------------- 
A8_TRINITY_DN52955_c1_g4_i1|m.  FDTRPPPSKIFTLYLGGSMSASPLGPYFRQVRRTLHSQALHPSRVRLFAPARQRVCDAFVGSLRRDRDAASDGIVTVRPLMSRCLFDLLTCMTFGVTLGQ 
A8_TRINITY_DN52955_c1_g5_i1|m.  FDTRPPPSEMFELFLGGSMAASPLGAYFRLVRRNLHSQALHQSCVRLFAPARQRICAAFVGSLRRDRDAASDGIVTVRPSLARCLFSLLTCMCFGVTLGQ 
A8_TRINITY_DN52955_c1_g6_i1|m.  ----------------------------------------------------------------------------------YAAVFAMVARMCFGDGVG 

                                        210       220       230       240       250       260       270       280       290       300         
                                ....|....|....|....|....|....|....|....|....|....|....|....|....|....|....|....|....|....|....|....|
Arapidopsis_gi|15217771|ref|NP  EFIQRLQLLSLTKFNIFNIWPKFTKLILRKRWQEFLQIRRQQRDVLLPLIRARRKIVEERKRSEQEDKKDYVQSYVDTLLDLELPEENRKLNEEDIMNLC 
M8a6n8                          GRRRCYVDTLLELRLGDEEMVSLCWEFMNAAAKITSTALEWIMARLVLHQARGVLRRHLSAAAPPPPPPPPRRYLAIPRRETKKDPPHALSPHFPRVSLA 
M7zhu4                          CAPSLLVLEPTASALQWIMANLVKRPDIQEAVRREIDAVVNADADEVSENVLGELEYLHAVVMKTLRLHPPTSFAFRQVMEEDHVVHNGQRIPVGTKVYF 
M8axb5                          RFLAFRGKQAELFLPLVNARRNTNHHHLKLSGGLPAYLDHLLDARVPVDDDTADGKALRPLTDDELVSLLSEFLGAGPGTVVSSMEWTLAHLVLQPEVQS 
M7z1d9                          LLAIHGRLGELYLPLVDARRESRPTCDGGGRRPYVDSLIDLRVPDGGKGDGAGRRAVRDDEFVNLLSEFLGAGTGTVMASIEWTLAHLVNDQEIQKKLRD 
M8CS19|M8CS19_AEGTA Cytochrome  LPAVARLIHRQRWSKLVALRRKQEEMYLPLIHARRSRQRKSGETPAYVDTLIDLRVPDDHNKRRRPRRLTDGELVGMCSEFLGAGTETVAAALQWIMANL 
M8A0V3|M8A0V3_TRIUA Cytochrome  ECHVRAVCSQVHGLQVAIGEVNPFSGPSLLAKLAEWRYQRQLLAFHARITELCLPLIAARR-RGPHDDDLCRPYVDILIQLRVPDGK-H--------GGR 
M8A8M2|M8A8M2_TRIUA Cytochrome  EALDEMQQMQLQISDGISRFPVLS-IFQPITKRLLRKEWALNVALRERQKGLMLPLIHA------------RRG-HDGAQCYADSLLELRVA----EEGG 
M7ZAM7|M7ZAM7_TRIUA Cytochrome  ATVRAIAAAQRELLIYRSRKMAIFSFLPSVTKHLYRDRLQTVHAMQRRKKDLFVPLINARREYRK--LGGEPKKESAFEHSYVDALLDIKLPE----EGN 
Lolium_Gaines_89A2              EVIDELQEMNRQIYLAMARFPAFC--FFPALS--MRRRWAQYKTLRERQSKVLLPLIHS------------SRG----TPCYAGSLLELRVP----EEGG 
A2_TRINITY_DN68910_c0_g1_i3|m.  -------------------------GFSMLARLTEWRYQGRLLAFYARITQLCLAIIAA-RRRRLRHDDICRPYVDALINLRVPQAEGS-----KDDGVR 
A2_TRINITY_DN66356_c0_g2_i1|m.  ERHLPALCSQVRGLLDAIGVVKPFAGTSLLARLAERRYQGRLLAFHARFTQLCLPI-------------------------------------------- 
A2_TRINITY_DN68910_c0_g2_i1|m.  ---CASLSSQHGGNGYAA------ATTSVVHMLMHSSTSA-----------------SPRKARMVAG------------ALLVTTRS------------- 
A2_TRINITY_DN70484_c0_g3_i1|m.  ---------------------------------------------------------------------------------------------------- 
A2_TRINITY_DN73066_c0_g3_i1|m.  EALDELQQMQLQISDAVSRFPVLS-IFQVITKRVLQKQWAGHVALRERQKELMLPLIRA------------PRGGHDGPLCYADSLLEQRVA-------- 
A2_TRINITY_DN77876_c5_g6_i1|m.  ---------------------------------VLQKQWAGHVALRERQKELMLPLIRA------------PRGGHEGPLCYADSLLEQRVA----EEGG 
A2_TRINITY_DN88769_c1_g2_i1|m.  ---------------------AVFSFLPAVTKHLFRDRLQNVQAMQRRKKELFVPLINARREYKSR--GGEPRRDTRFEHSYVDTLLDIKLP----EEGD 
A2_TRINITY_DN88769_c2_g3_i3|m.  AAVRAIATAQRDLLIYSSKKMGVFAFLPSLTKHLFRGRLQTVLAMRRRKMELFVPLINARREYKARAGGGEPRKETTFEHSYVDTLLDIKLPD---EEGN 
A2_TRINITY_DN88769_c2_g6_i2|m.  ---------------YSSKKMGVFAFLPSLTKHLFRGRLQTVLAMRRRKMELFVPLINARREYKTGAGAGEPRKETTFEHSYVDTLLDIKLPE---QEGN 
A2_TRINITY_DN91187_c2_g16_i2|m  ---------------------------------------------------------------------------------------------------- 
A3_TRINITY_DN101639_c0_g4_i1|m  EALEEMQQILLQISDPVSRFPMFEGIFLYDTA-------------------------------------------------------------------- 
A3_TRINITY_DN101639_c0_g5_i1|m  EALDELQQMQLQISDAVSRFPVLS-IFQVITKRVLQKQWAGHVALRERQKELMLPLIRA------------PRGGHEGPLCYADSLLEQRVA----EEGG 
A3_TRINITY_DN101639_c0_g6_i1|m  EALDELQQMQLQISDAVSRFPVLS-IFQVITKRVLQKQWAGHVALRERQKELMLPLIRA------------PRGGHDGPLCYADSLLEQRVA----EE-- 
A3_TRINITY_DN113586_c9_g10_i1|  ----------------------------------------------------------A------------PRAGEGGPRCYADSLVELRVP----EEGD 
A3_TRINITY_DN35959_c0_g1_i1|m.  ---------------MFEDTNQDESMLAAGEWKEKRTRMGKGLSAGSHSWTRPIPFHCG------------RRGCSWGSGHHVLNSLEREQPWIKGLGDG 
A3_TRINITY_DN47294_c0_g2_i1|m.  ------------------------------------------------------------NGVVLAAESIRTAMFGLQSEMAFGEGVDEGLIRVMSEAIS 
A3_TRINITY_DN70793_c0_g2_i1|m.  ----------------------------------------------------------------------------------------IKLPE----EGD 
A3_TRINITY_DN80133_c0_g1_i1|m.  ----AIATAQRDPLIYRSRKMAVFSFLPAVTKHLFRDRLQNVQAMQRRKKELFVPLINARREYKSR--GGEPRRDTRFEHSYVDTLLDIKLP----EEGD 
A3_TRINITY_DN93016_c2_g1_i2|m.  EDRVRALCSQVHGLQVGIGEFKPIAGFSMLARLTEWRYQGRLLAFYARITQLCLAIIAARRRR-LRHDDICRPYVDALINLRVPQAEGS-----KDDGVR 
A3_TRINITY_DN93016_c1_g2_i1|m.  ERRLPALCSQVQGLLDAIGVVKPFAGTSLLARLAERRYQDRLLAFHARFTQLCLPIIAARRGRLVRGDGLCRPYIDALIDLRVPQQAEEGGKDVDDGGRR 
A4_TRINITY_DN105332_c2_g3_i2|m  ---------------------------------------------------------------------------------------------------- 
A4_TRINITY_DN39512_c0_g1_i1|m.  ------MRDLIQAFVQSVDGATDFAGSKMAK-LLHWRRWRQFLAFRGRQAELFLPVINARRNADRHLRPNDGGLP-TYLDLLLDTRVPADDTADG--KAL 
A4_TRINITY_DN42484_c0_g1_i1|m.  ------------------------------------------------------------------------------------------D--EAVAAGG 
A4_TRINITY_DN76031_c0_g1_i1|m.  ---------------------------------------------------------------------------------------------------- 
A4_TRINITY_DN76068_c0_g3_i1|m.  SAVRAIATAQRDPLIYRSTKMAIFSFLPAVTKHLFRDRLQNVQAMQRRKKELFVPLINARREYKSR--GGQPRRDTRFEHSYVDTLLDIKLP----EEGD 
A4_TRINITY_DN77267_c1_g3_i1|m.  ---------------------------------------------------------------------------------------------------- 
A4_TRINITY_DN86750_c1_g4_i1|m.  ---------------------------------------------------------------------------------------------------- 
A4_TRINITY_DN86750_c1_g5_i1|m.  ---------------------------------------------------------------------------------------------------- 
A4_TRINITY_DN88254_c3_g1_i1|m.  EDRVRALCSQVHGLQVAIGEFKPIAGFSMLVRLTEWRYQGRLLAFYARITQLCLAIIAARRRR-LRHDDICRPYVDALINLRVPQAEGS-----KDDGVR 
A6_TRINITY_DN58600_c1_g3_i1|m.  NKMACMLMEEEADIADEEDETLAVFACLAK--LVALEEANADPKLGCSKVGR----KKSKP----------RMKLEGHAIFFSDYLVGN----------- 
A6_TRINITY_DN66770_c1_g1_i1|m.  -----------------------------------------------------------------------------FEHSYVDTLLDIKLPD---EEGN 
A7_TRINITY_DN126267_c0_g1_i1|m  -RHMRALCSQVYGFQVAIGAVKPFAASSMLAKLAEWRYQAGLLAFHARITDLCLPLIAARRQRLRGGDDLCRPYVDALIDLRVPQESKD--------GSR 
A7_TRINITY_DN163078_c0_g1_i1|m  ---------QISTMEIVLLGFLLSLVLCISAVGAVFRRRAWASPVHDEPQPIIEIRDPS------------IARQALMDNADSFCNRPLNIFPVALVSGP 
A7_TRINITY_DN73089_c0_g1_i1|m.  --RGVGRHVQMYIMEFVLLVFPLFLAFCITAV-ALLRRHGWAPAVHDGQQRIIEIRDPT------------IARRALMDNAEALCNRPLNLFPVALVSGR 
A7_TRINITY_DN73089_c1_g3_i1|m.  ----------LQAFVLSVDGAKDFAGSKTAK-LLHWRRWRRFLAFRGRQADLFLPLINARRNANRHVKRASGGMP-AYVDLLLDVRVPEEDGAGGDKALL 
A7_TRINITY_DN87364_c0_g1_i1|m.  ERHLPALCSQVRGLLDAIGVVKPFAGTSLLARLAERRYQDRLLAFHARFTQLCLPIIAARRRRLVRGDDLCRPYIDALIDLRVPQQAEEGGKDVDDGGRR 
A7_TRINITY_DN88932_c0_g2_i1|m.  --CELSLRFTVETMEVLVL---IGAVLCLVAV--LLRRSAMR---HRAQTTLHQIADTA------------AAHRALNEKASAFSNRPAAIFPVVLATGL 
A7_TRINITY_DN94510_c4_g1_i2|m.  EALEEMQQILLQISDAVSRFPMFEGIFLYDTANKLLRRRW--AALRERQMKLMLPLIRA------------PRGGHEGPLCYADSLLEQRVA----EEGG 
A7_TRINITY_DN94510_c4_g2_i1|m.  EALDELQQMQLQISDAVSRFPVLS-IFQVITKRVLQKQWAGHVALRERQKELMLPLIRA------------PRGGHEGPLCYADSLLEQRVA----EEGG 
A7_TRINITY_DN94953_c0_g1_i1|m.  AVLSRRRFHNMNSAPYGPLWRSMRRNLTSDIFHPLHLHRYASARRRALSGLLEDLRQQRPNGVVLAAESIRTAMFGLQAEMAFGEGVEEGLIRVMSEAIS 
A5_TRINITY_DN102218_c5_g6_i2|m  ---------------------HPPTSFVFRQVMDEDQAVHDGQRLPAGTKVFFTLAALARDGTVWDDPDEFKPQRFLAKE---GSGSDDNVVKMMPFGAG 
A5_TRINITY_DN103684_c0_g2_i1|m  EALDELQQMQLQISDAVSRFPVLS-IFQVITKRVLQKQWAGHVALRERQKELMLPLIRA------------PRGG------------------------- 
A5_TRINITY_DN103684_c0_g5_i1|m  ---------------AVSRFPVLS-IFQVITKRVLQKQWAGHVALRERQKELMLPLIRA------------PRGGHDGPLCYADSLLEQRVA----EEGG 
A5_TRINITY_DN103684_c1_g3_i3|m  ---------------------------------------------------------------------------------------------------- 
A5_TRINITY_DN34162_c0_g1_i1|m.  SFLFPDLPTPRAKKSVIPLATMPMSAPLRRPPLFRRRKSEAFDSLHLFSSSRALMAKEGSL----------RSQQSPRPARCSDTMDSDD---------- 
A5_TRINITY_DN81309_c2_g1_i1|m.  ---------------------------------------------------------------------------------------------------- 
A5_TRINITY_DN81309_c2_g2_i2|m.  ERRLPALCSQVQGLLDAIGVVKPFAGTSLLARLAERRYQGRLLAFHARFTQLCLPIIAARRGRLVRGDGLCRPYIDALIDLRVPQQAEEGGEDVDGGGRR 
A5_TRINITY_DN88739_c0_g1_i1|m.  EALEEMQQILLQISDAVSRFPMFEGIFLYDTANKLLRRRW--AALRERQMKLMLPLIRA------------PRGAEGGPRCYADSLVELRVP----EEGD 
A5_TRINITY_DN89190_c1_g7_i1|m.  ---------------------------------------------------------------------------------------------------- 
A5_TRINITY_DN93741_c1_g1_i1|m.  ---------------------------------------------------------------------------------------------------- 
A5_TRINITY_DN97327_c1_g3_i2|m.  --------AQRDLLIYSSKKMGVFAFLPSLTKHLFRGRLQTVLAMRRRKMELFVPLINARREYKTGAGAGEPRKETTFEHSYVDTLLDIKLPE---QEGN 
A8_TRINITY_DN28752_c0_g1_i1|m.  --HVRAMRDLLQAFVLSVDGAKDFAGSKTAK-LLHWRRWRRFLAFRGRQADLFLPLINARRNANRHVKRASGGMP-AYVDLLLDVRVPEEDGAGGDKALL 
A8_TRINITY_DN33033_c0_g1_i1|m.  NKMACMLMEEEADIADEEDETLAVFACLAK--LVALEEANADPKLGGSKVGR----RKTKP----------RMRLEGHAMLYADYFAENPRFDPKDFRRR 
A8_TRINITY_DN40046_c1_g1_i1|m.  ---------------------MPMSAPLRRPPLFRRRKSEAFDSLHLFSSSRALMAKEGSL----------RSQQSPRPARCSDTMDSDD---------- 
A8_TRINITY_DN42043_c0_g1_i1|m.  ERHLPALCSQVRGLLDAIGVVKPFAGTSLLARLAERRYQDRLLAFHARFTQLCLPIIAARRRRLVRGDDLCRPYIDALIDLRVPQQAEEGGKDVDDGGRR 
A8_TRINITY_DN49523_c2_g1_i1|m.  -----------------------------------------------------------------------------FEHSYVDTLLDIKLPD---EEGN 
A8_TRINITY_DN52955_c1_g4_i1|m.  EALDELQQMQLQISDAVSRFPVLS-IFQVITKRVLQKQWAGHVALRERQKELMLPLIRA------------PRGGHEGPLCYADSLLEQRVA----EEGG 
A8_TRINITY_DN52955_c1_g5_i1|m.  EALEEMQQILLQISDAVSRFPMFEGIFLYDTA--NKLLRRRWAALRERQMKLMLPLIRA------------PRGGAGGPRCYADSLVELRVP----EEGD 
A8_TRINITY_DN52955_c1_g6_i1|m.  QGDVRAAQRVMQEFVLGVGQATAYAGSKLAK-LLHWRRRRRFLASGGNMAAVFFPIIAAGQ-RRRASRPCMDGVF-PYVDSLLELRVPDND--ASILSDG 

                                        310       320       330       340       350       360       370       380       390       400         
                                ....|....|....|....|....|....|....|....|....|....|....|....|....|....|....|....|....|....|....|....|
Arapidopsis_gi|15217771|ref|NP  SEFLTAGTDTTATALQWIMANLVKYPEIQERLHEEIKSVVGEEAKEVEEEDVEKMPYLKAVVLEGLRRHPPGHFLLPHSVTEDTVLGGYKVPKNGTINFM 
M8a6n8                          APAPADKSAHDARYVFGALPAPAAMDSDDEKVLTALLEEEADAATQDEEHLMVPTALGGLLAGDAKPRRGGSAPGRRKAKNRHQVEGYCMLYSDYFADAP 
M7zhu4                          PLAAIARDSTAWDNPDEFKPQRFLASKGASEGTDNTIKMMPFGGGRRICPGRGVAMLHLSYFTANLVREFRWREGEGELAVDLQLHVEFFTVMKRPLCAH 
M8axb5                          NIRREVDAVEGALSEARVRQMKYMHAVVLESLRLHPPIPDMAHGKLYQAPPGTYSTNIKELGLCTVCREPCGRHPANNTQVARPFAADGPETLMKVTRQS 
M7z1d9                          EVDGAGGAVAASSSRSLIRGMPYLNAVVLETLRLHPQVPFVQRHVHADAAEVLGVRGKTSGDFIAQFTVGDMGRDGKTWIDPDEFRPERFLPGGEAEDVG 
M8CS19|M8CS19_AEGTA Cytochrome  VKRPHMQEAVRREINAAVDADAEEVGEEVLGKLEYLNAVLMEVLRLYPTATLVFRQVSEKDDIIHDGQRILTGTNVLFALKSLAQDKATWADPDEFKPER 
M8A0V3|M8A0V3_TRIUA Cytochrome  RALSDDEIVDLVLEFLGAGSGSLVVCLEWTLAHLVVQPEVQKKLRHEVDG--EAADR----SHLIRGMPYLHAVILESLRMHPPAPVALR---HGDMGRD 
M8A8M2|M8A8M2_TRIUA Cytochrome  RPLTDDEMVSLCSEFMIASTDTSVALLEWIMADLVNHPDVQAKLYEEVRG-KPELSEEELSG-----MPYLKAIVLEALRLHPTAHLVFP-----HGVQS 
M7ZAM7|M7ZAM7_TRIUA Cytochrome  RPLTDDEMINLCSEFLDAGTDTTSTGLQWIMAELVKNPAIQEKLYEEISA-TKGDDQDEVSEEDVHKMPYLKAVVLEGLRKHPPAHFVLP-----HKAAA 
Lolium_Gaines_89A2              RPLTDAEMVX------------------------------------------------------------------------------------------ 
A2_TRINITY_DN68910_c0_g1_i3|m.  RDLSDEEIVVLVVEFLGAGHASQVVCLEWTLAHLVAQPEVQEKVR----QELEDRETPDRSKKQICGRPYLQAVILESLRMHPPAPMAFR---HVQADAA 
A2_TRINITY_DN66356_c0_g2_i1|m.  ---------------------------------------------------------------------------------------------------- 
A2_TRINITY_DN68910_c0_g2_i1|m.  ---------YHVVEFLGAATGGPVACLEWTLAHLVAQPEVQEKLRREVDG--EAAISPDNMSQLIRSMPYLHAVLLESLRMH------------------ 
A2_TRINITY_DN70484_c0_g3_i1|m.  ---------------------------------------------------------------------------------------------------- 
A2_TRINITY_DN73066_c0_g3_i1|m.  ---------------------------------------------------------------------------------------------------- 
A2_TRINITY_DN77876_c5_g6_i1|m.  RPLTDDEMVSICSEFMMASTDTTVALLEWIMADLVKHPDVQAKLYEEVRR-KPELSDDDLRGG---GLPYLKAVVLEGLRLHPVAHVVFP-----HGGQS 
A2_TRINITY_DN88769_c1_g2_i1|m.  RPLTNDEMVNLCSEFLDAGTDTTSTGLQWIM--------------------------------------------------------------------- 
A2_TRINITY_DN88769_c2_g3_i3|m.  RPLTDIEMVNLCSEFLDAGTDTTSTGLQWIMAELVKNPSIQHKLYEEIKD-------------------------------------------------- 
A2_TRINITY_DN88769_c2_g6_i2|m.  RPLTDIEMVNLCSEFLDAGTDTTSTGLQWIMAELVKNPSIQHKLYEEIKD-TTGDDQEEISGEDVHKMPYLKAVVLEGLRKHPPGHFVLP-----HTAAE 
A2_TRINITY_DN91187_c2_g16_i2|m  -------------------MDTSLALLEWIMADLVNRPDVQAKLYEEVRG-KPDLREEDLSG-----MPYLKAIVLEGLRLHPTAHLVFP-----HGVQS 
A3_TRINITY_DN101639_c0_g4_i1|m  ---------------------------------------------------------------------------------------------------- 
A3_TRINITY_DN101639_c0_g5_i1|m  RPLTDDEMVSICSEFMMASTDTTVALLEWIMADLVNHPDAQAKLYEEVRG-KPD---------------------------------------------- 
A3_TRINITY_DN101639_c0_g6_i1|m  ---------------------------------------------------------------------------------------------------- 
A3_TRINITY_DN113586_c9_g10_i1|  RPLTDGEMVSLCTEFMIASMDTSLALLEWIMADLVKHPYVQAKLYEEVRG-KPDHREEDLSG-----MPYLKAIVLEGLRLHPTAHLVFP-----HGVQS 
A3_TRINITY_DN35959_c0_g1_i1|m.  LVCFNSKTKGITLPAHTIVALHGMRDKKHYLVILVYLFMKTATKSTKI---------------------------------------------------- 
A3_TRINITY_DN47294_c0_g2_i1|m.  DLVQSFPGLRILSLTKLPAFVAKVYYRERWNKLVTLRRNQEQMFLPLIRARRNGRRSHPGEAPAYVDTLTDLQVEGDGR--------------------- 
A3_TRINITY_DN70793_c0_g2_i1|m.  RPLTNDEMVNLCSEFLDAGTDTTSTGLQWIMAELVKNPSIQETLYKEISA-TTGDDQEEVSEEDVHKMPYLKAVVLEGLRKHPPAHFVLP-----HTA-- 
A3_TRINITY_DN80133_c0_g1_i1|m.  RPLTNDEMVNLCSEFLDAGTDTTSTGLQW----------------------------------------------------------------------- 
A3_TRINITY_DN93016_c2_g1_i2|m.  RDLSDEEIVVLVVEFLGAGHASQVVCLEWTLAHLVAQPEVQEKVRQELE----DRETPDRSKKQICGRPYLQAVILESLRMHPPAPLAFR---HVQANAA 
A3_TRINITY_DN93016_c1_g2_i1|m.  RALSDEE--------------------------------------------------------------------------------------------- 
A4_TRINITY_DN105332_c2_g3_i2|m  ---------------------------------------------------------------------------------------------------- 
A4_TRINITY_DN39512_c0_g1_i1|m.  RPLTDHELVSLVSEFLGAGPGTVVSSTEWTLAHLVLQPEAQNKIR------------------------------------------------------- 
A4_TRINITY_DN42484_c0_g1_i1|m.  ------------------------------------------------GGEAAE-ALSEKAIRD---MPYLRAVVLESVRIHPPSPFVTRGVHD-VATGR 
A4_TRINITY_DN76031_c0_g1_i1|m.  ----------------------------------------------------------------------------------PPAPMAFR---HVQADAA 
A4_TRINITY_DN76068_c0_g3_i1|m.  RPLTNDEMV------------------------------------------------------------------------------------------- 
A4_TRINITY_DN77267_c1_g3_i1|m.  ---------------------------------------------------------------------------------------------------- 
A4_TRINITY_DN86750_c1_g4_i1|m.  -------------------------------------------------G-KPDLREEDLSG-----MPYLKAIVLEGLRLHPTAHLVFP-----HGVQS 
A4_TRINITY_DN86750_c1_g5_i1|m.  -----------------------------------------------------------LSG-----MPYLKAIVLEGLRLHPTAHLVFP-----HGVQS 
A4_TRINITY_DN88254_c3_g1_i1|m.  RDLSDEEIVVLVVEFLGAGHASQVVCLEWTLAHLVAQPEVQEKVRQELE----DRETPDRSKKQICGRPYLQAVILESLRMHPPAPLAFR---HVQANAA 
A6_TRINITY_DN58600_c1_g3_i1|m.  --------LKFMQRISVED--FRWAG-----LCFSSWCNMCGSM---AHGSR------------------------------------------------ 
A6_TRINITY_DN66770_c1_g1_i1|m.  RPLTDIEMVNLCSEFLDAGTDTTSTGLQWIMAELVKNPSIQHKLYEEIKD-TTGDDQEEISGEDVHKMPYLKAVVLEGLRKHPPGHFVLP-----HTAAE 
A7_TRINITY_DN126267_c0_g1_i1|m  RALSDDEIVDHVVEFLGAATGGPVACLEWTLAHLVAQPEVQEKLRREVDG--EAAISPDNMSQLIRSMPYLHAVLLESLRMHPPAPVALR---HVQAN-- 
A7_TRINITY_DN163078_c0_g1_i1|m  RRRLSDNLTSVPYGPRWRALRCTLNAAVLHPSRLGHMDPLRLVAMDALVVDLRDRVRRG-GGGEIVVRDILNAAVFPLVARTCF---------------- 
A7_TRINITY_DN73089_c0_g1_i1|m.  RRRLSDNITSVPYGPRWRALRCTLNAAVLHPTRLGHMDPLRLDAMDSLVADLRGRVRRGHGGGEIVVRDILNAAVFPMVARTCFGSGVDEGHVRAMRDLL 
A7_TRINITY_DN73089_c1_g3_i1|m.  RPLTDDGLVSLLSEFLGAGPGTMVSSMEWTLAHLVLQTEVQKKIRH--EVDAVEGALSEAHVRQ---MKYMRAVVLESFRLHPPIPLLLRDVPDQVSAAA 
A7_TRINITY_DN87364_c0_g1_i1|m.  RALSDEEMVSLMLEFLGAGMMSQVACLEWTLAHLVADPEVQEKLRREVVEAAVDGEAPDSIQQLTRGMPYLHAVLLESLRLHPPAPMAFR---HVQADDA 
A7_TRINITY_DN88932_c0_g2_i1|m.  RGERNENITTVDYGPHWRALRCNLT--------------------------------------------------------------------------- 
A7_TRINITY_DN94510_c4_g1_i2|m.  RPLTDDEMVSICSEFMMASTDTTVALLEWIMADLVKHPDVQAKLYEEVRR-KPELSDDDLRGG---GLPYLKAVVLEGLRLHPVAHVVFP-----HGGQS 
A7_TRINITY_DN94510_c4_g2_i1|m.  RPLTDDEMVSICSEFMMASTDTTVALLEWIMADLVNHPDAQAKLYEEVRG-KPDLREEDLSG-----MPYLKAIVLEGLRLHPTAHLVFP-----HGVQS 
A7_TRINITY_DN94953_c0_g1_i1|m.  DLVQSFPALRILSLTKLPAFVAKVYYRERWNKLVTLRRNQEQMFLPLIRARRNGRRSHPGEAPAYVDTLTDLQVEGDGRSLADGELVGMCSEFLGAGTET 
A5_TRINITY_DN102218_c5_g6_i2|m  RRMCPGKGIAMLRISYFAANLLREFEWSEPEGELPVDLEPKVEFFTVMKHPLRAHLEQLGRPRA------------------------------------ 
A5_TRINITY_DN103684_c0_g2_i1|m  ---------------------------------------------------------------------------------------------------- 
A5_TRINITY_DN103684_c0_g5_i1|m  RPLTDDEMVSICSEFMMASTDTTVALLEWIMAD------------------------------------------------------------------- 
A5_TRINITY_DN103684_c1_g3_i3|m  --------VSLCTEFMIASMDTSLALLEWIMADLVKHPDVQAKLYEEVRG-KPELSDDDLRGG---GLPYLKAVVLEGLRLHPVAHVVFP-----HGGQS 
A5_TRINITY_DN34162_c0_g1_i1|m.  --------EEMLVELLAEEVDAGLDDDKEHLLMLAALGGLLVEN----SKSR------------------------------------------------ 
A5_TRINITY_DN81309_c2_g1_i1|m.  ---------------------------------------------------------------------------------------------------- 
A5_TRINITY_DN81309_c2_g2_i2|m.  -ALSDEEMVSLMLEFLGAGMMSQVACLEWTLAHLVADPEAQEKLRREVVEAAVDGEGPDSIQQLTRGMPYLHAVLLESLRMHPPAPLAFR---HVQANAA 
A5_TRINITY_DN88739_c0_g1_i1|m.  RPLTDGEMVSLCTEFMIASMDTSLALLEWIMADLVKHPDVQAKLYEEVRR-KPELSDDDL---------------------------------------- 
A5_TRINITY_DN89190_c1_g7_i1|m.  -------------------------------------------------G-KPDLREEDLSG-----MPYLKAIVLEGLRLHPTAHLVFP-----HGVQS 
A5_TRINITY_DN93741_c1_g1_i1|m.  -----------------------------------------------------------------------------SLRMHPPAPMAFR---HVQADAA 
A5_TRINITY_DN97327_c1_g3_i2|m.  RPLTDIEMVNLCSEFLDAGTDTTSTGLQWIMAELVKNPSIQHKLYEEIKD-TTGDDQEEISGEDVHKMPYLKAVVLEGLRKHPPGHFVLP-----HTAAE 
A8_TRINITY_DN28752_c0_g1_i1|m.  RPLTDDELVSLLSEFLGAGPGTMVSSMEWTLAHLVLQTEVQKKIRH--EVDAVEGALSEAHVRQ---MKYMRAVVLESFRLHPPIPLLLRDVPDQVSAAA 
A8_TRINITY_DN33033_c0_g1_i1|m.  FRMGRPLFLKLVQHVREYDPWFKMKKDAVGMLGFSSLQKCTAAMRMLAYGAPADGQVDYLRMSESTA--------------------------------- 
A8_TRINITY_DN40046_c1_g1_i1|m.  --------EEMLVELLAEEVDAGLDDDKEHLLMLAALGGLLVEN----SKSR------------------------------------------------ 
A8_TRINITY_DN42043_c0_g1_i1|m.  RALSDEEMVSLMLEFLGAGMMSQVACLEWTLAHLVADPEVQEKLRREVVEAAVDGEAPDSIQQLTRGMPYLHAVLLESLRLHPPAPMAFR---HVQADDA 
A8_TRINITY_DN49523_c2_g1_i1|m.  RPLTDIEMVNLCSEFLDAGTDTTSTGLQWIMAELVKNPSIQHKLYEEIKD-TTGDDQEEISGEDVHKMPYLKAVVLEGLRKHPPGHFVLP-----HTAAE 
A8_TRINITY_DN52955_c1_g4_i1|m.  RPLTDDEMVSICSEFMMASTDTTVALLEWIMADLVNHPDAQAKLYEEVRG-KPDLREEDLSGM---PY--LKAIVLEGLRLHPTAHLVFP-----HGVQS 
A8_TRINITY_DN52955_c1_g5_i1|m.  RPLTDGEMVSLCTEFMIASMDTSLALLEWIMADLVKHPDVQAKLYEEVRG-KPELSDDDLRGG---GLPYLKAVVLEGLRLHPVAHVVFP-----HGGQS 
A8_TRINITY_DN52955_c1_g6_i1|m.  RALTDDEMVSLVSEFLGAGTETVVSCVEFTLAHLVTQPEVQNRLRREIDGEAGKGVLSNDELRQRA-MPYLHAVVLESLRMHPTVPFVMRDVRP-EDAAA 

How the deposited data were processed for this re-analysis (not part of the article)

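Germinated seeds of Apera spica-venti at 4 BBCH stages and leaf, root and stem of grown plants gave 7 libraries analysed here, 1 per condition, each from pooled RNA. The libraries for leaf and root that the paper's methods mention besides these were not analysed here as libraries of their own. The authors clipped reads with Trimmomatic, which the submitters' processing notes also name and whose version is not given in the sources used here, evened out read depth by k-mers, assembled each library and the merged reads of all libraries with Trinity, kept the longest isoform per gene, merged like contigs and translated the longest open reading frame. The peptides were searched by the authors with blastp against the plant proteins of UniProtKB, and Blast2GO set GO terms and enzyme codes. The e-value of each best match is a score that the authors' search gave and that was used as deposited. Mean similarity is a percent that the authors' annotation gave and was used as deposited. No column of per-sample values was left without a sample (0 columns). Surviving paired reads, which the paper counts after quality control and normalization, ran from 27518992 in leaf to 47701648 in root. They are not the depth of sequencing. No reference genome was used here, so no coordinates are given.

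From these tables 1 best homologue per transcript was taken, with an e-value of at most 0.1. Lengths in nucleotides are 3 times the peptide length. Proteins were told apart by UniProt accession, species by the code in the entry name, and a code is given a species name only where the deposited descriptions or the paper pair them; other codes are left as codes. Redundancy is the percent by which distinct proteins fall short of annotated transcripts. Shares of single assemblies have 95% Wilson intervals, which hold counting error only, and a share of 0 is given with its upper bound. Overlaps of assemblies were also computed with each thinned at random to 1 size, over 100 draws with a fixed seed. Seed stages and organs were compared by an exact permutation test over 35 splits, for 6 families, as transcripts, shares and distinct proteins. Correlations with assembly size were computed for the 6 families with exact permutation over pairings and Benjamini-Hochberg adjustment. GO terms on at least 10 transcripts were compared by Fisher's exact test, two-sided, between each single and the combined assembly, the test and adjustment that the paper's methods name, on the terms as listed in the tables and without the annotation filter of those methods, and these tests compare lists of transcripts and not conditions. The GO procedure was tested on simulated data, random parts of the combined assembly. Identities of GSTF1 and CYP89A2 were counted in the alignments of the paper's additional files, for CYP89A2 where at least 50 columns were shared. Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used.

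The genes named were fixed by a rule before the data were examined: every gene the paper names, the 6 families of Fig. 4, herbicide target enzymes, lists of functional groups, and for each single assembly the 3 informative descriptions with the largest ratio of their share to that in the other 6, among descriptions with at least 10 transcripts and with 0.5 added to both counts. The lists were photosynthesis, seed storage and endosperm, embryo and dormancy, reserve mobilization, cell wall growth, lignin and secondary wall, and root uptake. Further lists were cell division, translation, heat shock, defence, mobile elements, pollen and inflorescence, and proteins with no informative name. Other P450 names, the green-algal homologues, their ribosomal proteins and profilin, GSTU6, ABC transporter C family member 10 and single members of the lists were chosen after their values were seen. Alternatives set in advance were e-value limits of 1e-05 and 1e-10, 1 transcript per Trinity gene, descriptions in place of accessions, thinning, wider family rules, shares, distinct proteins, another e-value bound and leaving out each assembly in turn. No e-value limit, other denominators, leaving out green algae, GO terms against the other 6 assemblies and 1 list of terms per protein were added after seeing the data. KEGG pathways, BUSCO, read mapping and the sequences of Lolium and Brachypodium were not analysed here, apart from the Lolium sequence in the CYP89A2 alignment.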

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

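The tests of assembly size and of ribosomal proteins on the green-algal homologues, and the test of assembly size on root, were chosen only after the result was seen. An assembly was looked at again where its gap to the nearest other assembly was large against the range of its group, past Dixon's limit, which chance passes in about 1 of 20 groups. Of 60 such tests 6 passed, where chance would give 3. P450s made up 0.313% of annotated transcripts at BBCH 09 (95% Wilson interval 0.263 to 0.372%), against 0.194 to 0.241% in the other single assemblies, and the interval overlaps those of BBCH 07, BBCH 08, root and stem. GST made up 0.0732% at BBCH 08, against 0.0576 to 0.0587% in the other seed stages, which lie within its interval of 0.0507 to 0.106%, and 4 of its 28 transcripts had a green-algal homologue. Proteins of photosynthesis made up 0.110% at BBCH 07, against 0.0978 to 0.0994% in the other seed stages, a gap within counting error. In leaf they made up 0.218% (0.170 to 0.280%), against 0.0978 to 0.123% elsewhere. Mobile elements made up 0.721% in root (0.642 to 0.811%), against 0.468 to 0.544% elsewhere. Green algae held 0.538% of the homologues at BBCH 09, against 0.0395 to 0.108% in the other seed stages. The paper's text gives no numbers of algal homologues by library, and at an e-value of at most 1e-10 there were 37 at BBCH 05, 15 at BBCH 07, 39 at BBCH 08, 207 at BBCH 09 and 164 in root.

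For the green-algal homologues, assembly size alone would give BBCH 07, about as large as root, a share like that of root, and its share was 0.0395% (0.0240 to 0.0652%), against 0.387 to 0.524% in root. If grass ribosomal proteins were missing from the database, stem should show green-algal ribosomal homologues as root does, and it showed 0 of 88, with an upper bound of 4.18% against a lower bound of 12.3% in root. Transcripts of another organism in the seed and root material may be a source. At an e-value of at most 1e-10 ribosomal proteins took 26.8% of the green-algal homologues of root and 0.528% of those of the wheat and barley group. They took 17.9% of the former at an e-value of at most 0.1 and 40% at 1e-50. Strong matches to a distant group keep conserved proteins whatever their source. These shares therefore do not tell another organism from a missing grass protein. A missing grass protein stays open only for proteins that leaf and stem did not yield, since over all proteins leaf had 2 green-algal homologues and stem 0 of 27851; a test written in advance came out on its side, with 20.6% (10.3 to 36.8%) of the green-algal ribosomal names of root also found with a wheat or barley homologue, but it covers ribosomal proteins alone and names differ between species, so it decides nothing. No biological explanation was tested.

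GO terms differed between the single assemblies and the combined assembly in many cases. With 1 list of terms per protein, the differing terms summed over the 7 comparisons fell from 1133 to 211, so a different assignment of terms to the combined assembly may account for most of them. Repeated transcripts of a protein as the whole cause are argued against: among proteins with 1 transcript in each assembly and equal length, identical terms reached at most 92.3% between a single and the combined assembly and at least 99.4% between single assemblies. A difference between tissues stays open for the terms that remain.

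Root alone matched 1.82 times as many proteins as leaf alone. Thinned to 1 size, which by itself lowers the number of the larger assembly, the ratio was 1.22. Thinning draws at random from finished assemblies, so rarer transcripts that root may owe to its larger number of surviving reads stay in proportion. The ratio therefore does not decide whether assembly size or the number of reads is the whole cause. With informative names in place of accessions, thinned, the ratio was 1.33, which argues against switches between like-named grass proteins as the whole cause. Without green algae 94.8% of the excess was kept. A difference between the organs stays open as a hypothesis, and with 1 assembly each it was not tested.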

How the results depend on the processing

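Settings without an e-value limit, with other denominators or without green algae were chosen after seeing the data. Alternatives to 15 results numbered 107. Of these, 20 moved a value beyond its counting error or a number by over 1.5 times, 14 of them among the 76 set in advance. The GT difference of seeds and organs and the P450 correlation were held only to direction and side of 0.05. Only these results have a direction that could reverse, and 0 of their alternatives reversed it. No alternative to the GT difference can pass 0.05 in this design, so its p says nothing of its stability, and it was 30.9 as distinct proteins against 77.5 transcripts. With descriptions in place of accessions, the redundancy of the combined assembly was 90.9%, the proteins shared by the seed stages 2423, those shared by the organs 2206, those of root alone 1167 and the P450 proteins of root alone 7, since many accessions share a description. Redundancy was 39.4% and 39.5% at e-values of at most 1e-05 and 1e-10, 37.6% with 1 transcript per Trinity gene and 34.1% with no limit. The share of matches under 1e-10 was 79.3% with 1 transcript per Trinity gene, 80.7% under 1e-05, 91.7% over matches within the limit and 73.3% over all transcripts. The share of the leading 20 species codes was 94.5% and 94.9% at the stricter limits and 85.1% with no limit, and over all transcripts 74.2% and, with no limit, 80.1%. P450 transcripts in the combined assembly were 300 under the wider rule and 98 as distinct proteins. Leaving out each assembly in turn gave an r of P450 numbers with assembly size of 0.847 to 0.975 (exact permutation p of 0.0028 to 0.0056) and a GT difference of 62 to 105 (exact permutation p of 0.1 to 0.133). Taking all lines per transcript was not run, since each transcript has 1 line. The cause was not tested for the other values. The number of annotated transcripts limits small shares: in leaf, the smallest annotated set, a count of 0 allows a share of up to 0.0135%.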

Differences from the paper's values

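In Fig. 1 the paper shows about 6200, about 7000, about 6300 and about 8500 proteins found at BBCH 05, 07, 08 and 09 alone, read by eye, and the values here were 3738, 4652, 4072 and 5467. None of the alternatives set before the data were examined (e-value limits of 1e-05 and 1e-10, 1 transcript per Trinity gene, descriptions, thinning) comes within the paper's values; with no e-value limit, chosen after seeing the values, they were 6152, 7007, 6271 and 8455. The same setting, chosen after seeing the values, gave 12171 proteins of root alone, 10266 transcripts with a homologue in Aegilops tauschii and 8990 in Triticum aestivum, which are the paper's values. With no e-value limit, chosen after seeing the values, the redundancy was 23.6%, 26.9%, 25.4% and 25.1% in the seed stages, 22.1% in leaf, 22.9% in root and 17.7% in stem, and 24.9% of proteins were shared by the seed stages, 27.2% by the organs and 36.0% of those of root found there alone, which round to the paper's values. The same setting, chosen after seeing the values, gave a homologue to 94.2% of the transcripts of the combined assembly and to 95.2 to 96.7% of those of the single assemblies, which round to the paper's values except in leaf (96.6%, against the paper's 96%). It does not reach the paper's values for 3 other measures of the combined assembly. Redundancy was 34.1%, farther from the paper's 42% than the 38.6% within the limit, and distinct proteins numbered 51719 against the paper's 53005 (40921 within the limit). The leading 20 species held 85.1% of the transcripts with a homologue against the paper's 77% (92.8% within the limit), and over all transcripts, a denominator chosen after seeing the values, they held 80.1% (74.2% within the limit). In Fig. 6 the paper shows about 8 P450 proteins at BBCH 05 alone, read by eye, and 4 were found; none of the alternatives set before the data were examined comes within it, and 7 were found with no e-value limit, chosen after seeing the values.

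In Fig. 4, read by eye, the paper shows about 7 GST transcripts at BBCH 07 and about 7 at BBCH 09, where 23 and 24 were found. For initiation factors it shows about 3, about 5, about 5 and about 7 in the seed stages, about 3 in leaf, about 3 in root, about 3 in stem and about 16 in the combined assembly, where 60, 75, 77 and 69, 49, 66, 42 and 121 were found. For transcription factors it shows about 9, about 7, about 7 and about 7 in the seed stages, about 9 in leaf, about 9 in root, about 7 in stem and about 13 in the combined assembly, where 161, 179, 182 and 173, 134, 187, 131 and 315 were found. No setting that was run comes within these values of Fig. 4. The paper's text does not give its search words for these families. The words used here for initiation factors take those of translation and of transcription alike.

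The paper ranks GT first among the families in each tissue, and here that held in 6 of the 7 single assemblies, with 134 transcription factor and 132 GT transcripts in leaf. Of the alternatives set before the data were examined, an e-value of at most 1e-10 (130 GT and 127 transcription factor transcripts), 1 transcript per Trinity gene (128 and 125) and the wider GT rule (176 GT transcripts) put GT first in leaf as well, and an e-value of at most 1e-05 gave 130 of each. Counted as distinct proteins, GT ranked first only at BBCH 05 and BBCH 09, and in leaf had 89 against 107. With no e-value limit, chosen after seeing the values, both families had 144 transcripts in leaf. It states that barley holds the majority of GT homologues, and here barley ranked first in 6 of the 7 single assemblies, with at most 26.5% of the GT transcripts of any of them, and A. tauschii ranked first in leaf. It finds no substitutions among the GSTF1 peptides, and here BBCH 08 had S103F and L202W against BBCH 05, with positions counted from 1 in alignment columns. It names asparagine and glutamine in the blackgrass insertion, and the letters D and E of the alignment stand for aspartate and glutamate. It reports that a GST1 known from Echinochloa crus-galli was found in Apera too, and transcripts named GST1 were found here. Their homologues were all of Triticum urartu, which is no conflict, since the paper does not state the species of the homologue. It ranks CYP71D7 first in leaf, and here CYP99A2 had 8 transcripts and CYP71D7 6. It reports no enriched GO category, and here 263 terms differed in leaf and 129 in root, by Fisher's exact test with the same adjustment, on the terms as listed in the tables and without the annotation filter of the paper's methods. With 1 list of terms per protein, chosen after seeing the values, 95 differed in leaf and 3 in root, against 243 and 117 on the same transcripts with the terms as deposited. For the combined assembly the paper gives 56716 sequences under process, 63685 under function and 30063 under component. Here 42418, 47361 and 32758 transcripts carried such a term, and the cause of the difference was not tested.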

Other observations

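No hypothesis tests are reported here, and the single members of the lists were chosen after their values were seen. The list of seed storage and endosperm also takes cupins and inhibitors of alpha-amylase and trypsin, so its numbers are not of storage proteins alone. Its proteins had 27, 26, 24 and 19 transcripts from BBCH 05 to BBCH 09, 22 in root, 5 in leaf and 6 in stem. Among them 11S globulin, a storage protein of seeds, had 6, 3, 1 and 0 in the seed stages. Proteins of embryo and dormancy had 13, 7, 13 and 12 in the seed stages, 6 in leaf, 12 in root and 1 in stem. Lignin and secondary wall proteins made up 0.678% of annotated transcripts in root (95% Wilson interval 0.601 to 0.764%) and 0.660% at BBCH 09 (0.586 to 0.743%), against 0.398% in leaf (0.331 to 0.478%) and 0.452% in stem. Peroxidases led this group, with 210 transcripts at BBCH 09, 193 in root and 68 in leaf. The list takes every peroxidase, whether or not it serves the wall. Defence proteins made up 1.49% in root (1.37 to 1.61%) and 1.07% at BBCH 08 (0.969 to 1.18%). Translation made up 0.719% in root, where 45 of 279 transcripts had a green-algal homologue, 0.321% at BBCH 07 and 0.311% in stem. Cell division ran from 0.477% at BBCH 05 to 0.621% in root, where histone H2A had 31 transcripts. Reserve mobilization ran from 0.270 to 0.330%, cell wall growth from 0.213 to 0.296%, root uptake from 0.164 to 0.208% and heat shock proteins from 0.141 to 0.183%. Chlorophyll a-b binding proteins had 27 transcripts in leaf and 13 to 21 elsewhere. Proteins of pollen and inflorescence, parts that a stem sample can hold, made up 0.0582% in stem (0.0363 to 0.0931%) and 0.0440 to 0.0618% in the other single assemblies. No informative name was given for 73.2 to 75.6% of annotated transcripts.

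Several target enzymes of herbicides were found. Acetolactate synthase had 7, 2, 4 and 4 transcripts in the seed stages, 1 in leaf, 3 in root and 2 in stem. EPSP synthase, the target of glyphosate, had 1, 4, 3 and 4 in the seed stages and 1 in each organ. Glutamine synthetase had 22 in the combined assembly, tubulin 28, cellulose synthase 48, HPPD 4 and the photosystem II protein D1 1. Protoporphyrinogen oxidase had 1 in the combined assembly. For acetyl-CoA carboxylase and phytoene desaturase 0 descriptions matched there, and since 72.1% of its annotated transcripts had no informative name, this sets no limit on their presence.

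Among descriptions, rac GTPase stood out in root with 10 transcripts against 1 in the other 6 assemblies (ratio of shares 38.4), then 40S ribosomal S4 with 7 against 3 (11.8) and ABC transporter G family member 7 with 5 against 5 (5.49). At BBCH 05 they were omega-hydroxypalmitate O-feruloyl transferase, an enzyme of suberin synthesis, with 8 against 3 (14.4), 11S globulin with 6 against 4 (8.58) and heat shock 70 kDa 1 (5.94). At BBCH 07 DNA polymerase I (4.80), DEAD-box RNA helicase 29 (4.68) and the kinase NEK2 (4.60) led. At BBCH 08 cysteine-rich receptor kinase 32 (6.60), RNA polymerase III subunit RPC4 (5.59) and 3-isopropylmalate dehydrogenase (4.73) led. Enolase (5.16), kinase TMKL1 (4.66) and endoglucanase 11 (3.57) led at BBCH 09. In leaf brassinosteroid-insensitive 1, a hormone receptor, led with 5 against 6 (6.65), before the proteins named os08g0476600 (5.44) and tripeptidyl-peptidase 2 (4.72). In stem OSJNBa0004L19.22 led with 5 against 5 (7.62), before lactation elevated 1 and TAK19-1, with 4 against 6 each (5.27).

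The GO term regulation of bone mineralization was on 14.6 to 15.6% of the transcripts with terms in every single assembly and on 8716 of 57112 (15.3%) in the combined assembly, where 59.6% of its transcripts had their homologue in Aegilops tauschii and 1525 in Triticum urartu. The paper's text does not name it.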
